# Tumor-driven stromal reprogramming in the pre-metastatic lymph node

**DOI:** 10.12688/f1000research.145171.3

**Published:** 2025-10-07

**Authors:** Michelle Piquet, David A Ruddy, Viviana Cremasco, Jonathan Chang

**Keywords:** Tumor Draining Lymph Node, scRNAseq, metastasis, Stromal Cell, Fibroblast, Endothelial Cell, pre-metastatic Niche

## Abstract

**Background:**

Metastatic dissemination is critically reliant on the formation of a receptive niche, a process which is thought to rely on signals derived from the primary tumor. Lymph nodes are continuously exposed to such signals through the flow of afferent lymph, allowing the potential reprograming of lymphoid tissue stroma in support of metastases or immunosuppression. The objective of this study was therefore to better characterize tumor-driven transcriptomic changes occurring to specific stromal populations within the tumor-draining lymph node.

**Methods:**

We utilize single cell RNA sequencing of dissociated LN tissue extracted from tumor-bearing and naïve mice to profile the reprograming of tissue stroma within the pre-metastatic lymph node.

**Results:**

Resulting data provides transcriptomic evidence of tumor-induced imprinting on marginal reticular cells (MRCs) and floor lymphatic endothelial cells (fLECs) populating the subcapsular sinus. These alterations appear to be unique to the tumor-draining LN and are not observed during inflammatory antigenic challenge. Notably, MRCs exhibit characteristics reminiscent of early desmoplastic CAF differentiation, fLECs engage distinct chemoattractant pathways thought to facilitate recruitment of circulating cancer cells, and both stromal populations exhibit signs of metabolic reprograming and immune-modulating potential.

**Conclusions:**

Cumulatively, these findings build upon existing literature describing pre-metastatic niche formation and offer several promising avenues for future exploration.

## Introduction

Accumulation of genetic changes underpinning malignant transformation is the trigger point of cancer initiation. ^1^^,^^2^ However, these cell intrinsic alterations alone are insufficient for successful growth and progression of solid tumors. Rather, survival of the nascent tumor requires a co-evolved and permissive microenvironmental niche, wherein tissue stroma must be coopted to provide the structural, metabolic, and immune evasive support network necessary for tumor growth and eventual metastatic dissemination. ^1^^–^^3^ The therapeutic potential of exploiting this interdependence has spurred significant effort to unravel the complexities of the tumor microenvironment, though the processes by which normal tissues are rendered tumor-permissive remain incompletely understood.

Specific microenvironmental requirements likewise exist for the formation of secondary tumor growth, as the engraftment and survival of circulating cancer cells is equally reliant on the existence of a receptive niche. Reflective of these exigencies, fewer than 0.01% of circulating tumor cells are thought to successfully establish tumor metastases. ^4^ Moreover, the site of eventual metastatic engraftment is non-random, with specific organotropic patterns varying by cancer indication – an observation which serves as the basis of Stephen Paget’s longstanding “seed and soil” hypothesis. ^5^^–^^7^ Mounting evidence now suggests that successful metastasis additionally follows a reprograming of stromal elements at these distant sites, mediated by secretion of factors and extracellular vesicles originating from the primary tumor. ^8^^–^^13^ The resulting modifications form a more favorable microenvironment, termed the premetastatic niche (PMN). ^9^ Decoding these microenvironmental alterations and identifying the affected cell types may open a window to the requisite conditions for early tumor cell engraftment, growth, and immune evasion, and potentially reveal new points of therapeutic intervention. However, in-depth study of these processes may be experimentally challenging given variability in exact timing and location of metastases.

More predictable is the spread of cancer cells to the regional lymphatic lymph node (LN), which are frequently the first site of tumor metastasis in most forms of carcinoma. ^14^ This prevalence of metastatic spread to the draining LN is almost certainly a factor of direct exposure to tumor-derived signals, as such signals pool within the afferent lymphatics before invariably draining to the sentinel node. ^15^^–^^19^ Moreover, lymphangiogenesis and increased lymph flow is believed to be an essential step that precedes LN metastasis. ^15^^,^^20^^,^^21^ While exposure to afferent lymphatic flow facilitates the requisite acquisition of antigens and tissue signals for functional adaptive immunity, drainage of tumor-derived factors has the potential to modulate these responses, thereby conditioning the pre-metastatic LN in favor of tumor support and immune suppression. ^22^ Indeed, recent reports have demonstrated tumor-induced alterations to LN fibroblastic reticular cells (FRCs) – a stromal population which comprises the essential infrastructure supporting lymphocyte homeostasis and coordinating immune interactions. ^23^^–^^25^ Changes to FRCs of the tumor draining LN (tdLN) included increased activation and proliferation, disrupted homeostatic chemokine production driving aberrant immune cell localization, and altered matrix production. However, while the observed reprograming of LN stroma has a putative role in metastasis support and immune suppression, many of the described alterations overlap with the stromal response program associated with general inflammation and infection. ^26^ In this regard, the degree to which these previously reported findings are in fact unique or specific to tumor-derived factors requires further examination.

Here we expand on previous exploration of tumor-induced reprogramming through single cell transcriptomic analysis of stroma-enriched samples, enabling a more robust exploration of subset-specific transcriptional shifts. We demonstrated exquisite specificity in stromal reprograming associated with the premetastatic tdLN, wherein select subsets of FRCs and lymphatic endothelial cells (LECs) populating the LN subcapsular sinus (SCS) are differentially affected by tumor-derived signals. Amongst these findings, we confirm functional alterations reflective of matrix remodeling, identify engagement of distinct axes of chemotaxis, and identify transcriptional signs of altered metabolism and immunomodulatory potential. Importantly, these alterations were additionally compared to LN stromal responses following antigenic challenge in the absence of live tumor cells, allowing confirmation of the tumor-specificity of these response programs. Ultimately, we believe these findings help to broaden our understanding of pre-metastatic communication and tissue imprinting, and may direct future experimental exploration of metastatic niche dependencies with potential for therapeutic intervention.

## Methods

### Ethics statement

All animal work was approved and performed in accordance with the guidelines from the Institutional Care and Use Committee (IACUC) at Novartis Institutes for BioMedical Research (Protocol 20 IMO 035) and in compliance with the Guide for the Care and Use of Laboratory Animals. All efforts were made to ameliorate any potential suffering of animals.

### Mice

Experiments were performed in eight-week-old, sex-matched C57Bl/6 mice purchased from Charles River Laboratories. Mice were maintained under specific pathogen-free conditions in accordance with institutional and National Institute of Health guidelines.

### Cell lines

MC38 cells were received from NCI under MTA# 38699-15, expanded, frozen and collected in the NIBR cell line repository. Cell lines were maintained in Dulbecco’s Modified Eagle Medium (Gibco, 11965-092) containing 10% heat-inactivated FBS (VWR, 1500-500), 1% Penicillin-Streptomycin (Gibco, 15140-122), and 1% L-glutamine (Gibco, 25030-81) for one week prior to implant. Prior to inoculation into recipient animals, cell lines were tested and found to be free of mycoplasma and viral contamination in the IMPACT VIII PCR assay panel (IDEXX BioResearch, Missouri).

### Tumor models

The present study used tissues collected from mice bearing live MC38 tumors (n=3), or fixed MC38 tumor cells (n=3). Mice were randomly assigned to treatment groups. In preparation for inoculation, MC38 cells were detached using 0.25% trypsin, washed, and resuspended in sterile PBS prior to implantation. For the “fixed cell” control treatment condition, MC38 cells were additionally incubated in 4% paraformaldehyde in sterile PBS for 20 minutes at a concentration of 10 ^6^ cells/mL before washing and resuspension in sterile PBS. For both conditions, 5 × 10 ^5^ cells were implanted subcutaneously on the animal’s lower-right flank. Animals are anesthetized by isoflurane inhalation prior to treatment. Mice were monitored for tumor growth, changes in body weight and condition 3 times per week. Mice were euthanized by CO _2_ inhalation on day 12 after treatment, and both the tumor-draining and contralateral non-draining inguinal lymph nodes were collected. No animals were excluded from analysis.

### Enzymatic digestion of lymph nodes

Single-cell suspensions of LNs were prepared for analysis by flow cytometry or single cell RNAseq. LNs were dissected and incubated at 37 °C in RPMI containing 0.1 mg ml ^−1^ DNase I (Invitrogen), 0.2 mg ml ^−1^ collagenase P (Roche) and 0.8 mg ml ^−1^ dispase (Roche) for 50–60 min, as previously described. ^27^ Liberated cells in suspension were collected into cold medium containing 2% fetal bovine serum and 5 mM EDTA every 15–20 min and replaced with fresh digestion medium. Following complete digestion of the LN, cells were passed through a 70-μm cell strainer, washed and resuspended in cold PBS.

### Flow cytometric analysis

Single-cell suspensions were resuspended in flow cytometry buffer (PBS, 2% FBS, and 2 mmol/L EDTA). Cells were blocked with Fc block and then stained with different fluorochrome-conjugated antibodies for 20 min on ice. The following antibodies were used (clone, fluorophore, concentration): anti-CD45 (30-F11, BUV396, 1:500), anti-PD-L1 (10F.9G2, PE, 1:200), anti-CD31 (390, Pacific Blue, 1:300), and anti-PDPN (8.1.1, APC, 1:300). CountBright Absolute Counting Beads (Invitrogen, C36950) were included for quantification of cell counts. Samples were analyzed on a BD flow cytometry Fortessa instrument and analyzed with FlowJo. Raw data available. ^28^

### Stromal enrichment

Single cells obtained from LN digestion were resuspended in mouse FC block (Miltenyi #130-092-575). Biotinylated PDPN (8.1.1, 1:100) antibody was used for positive selection, using the EasySep Selection Kit (Stemcell Technologies #18559). Cells were then washed in cold PBS, counted, and resuspended at 10 ^6^ cells/mL for sequencing.

### Single-cell RNA sequencing and data pre-processing

The 10x Genomics Chromium Single Cell 3’ Reagents v3 kit (10× Genomics, Pleasanton, CA) was used under standard conditions and volumes to process cell suspensions for 3’ transcriptional profiling. The volumes of cell suspensions were calculated to achieve a target cell recovery of 6000 cells for all dissociated samples, following the manufacturer’s guidelines. The resultant purified cDNAs were quantified on an Agilent Tapestation (Agilent, Santa Clara, CA) using High Sensitivity D5000 ScreenTapes and Reagents. The final single cell 3’ libraries were quantified using an Agilent Tapestation using High Sensitivity D1000 ScreenTapes and Reagents. Following this, the libraries were diluted to a concentration of 10 nM in Qiagen Elution Buffer, subjected to denaturation, and loaded onto an Illumina MiSeq at 6 μM, utilizing the MiSeq Reagent Kit v3 (Illumina, San Diego, CA) to assess sample quality and achieve loading normalization for the HiSeq4000. The normalized libraries were loaded onto an Illumina cBOT at a concentration of 160 picomolar and sequenced on a HiSeq4000. The sequencing process included a 28-base-pair first read, followed by two 8-base-pair index reads, and concluded with a 91-base-pair second read, all by using 2 HiSeq4000 SBS kits at 50 cycles each. All sequence intensity files were generated using the Illumina Real Time Analysis software. The resulting intensity files were then subjected to demultiplexing and aligned to the mouse genome, version mm10, using the 10x Genomics CellRanger v3.0.1 software package.

### Single-cell RNA-Seq data quality control and processing

All computational analyses and visualizations were conducted within the R programming environment, using version 3.6.3. The Seurat package (v3.2.3) was employed for quality control and downstream analysis of single-cell RNA-seq data. ^29^ The count matrices were then subjected to comprehensive analysis using the Seurat workflow. Cells that exhibited low quality characteristics, defined as those with fewer than 200 expressed genes, more than 6000 expressed genes, or exceeding 30% mitochondrial content, were excluded from the dataset. Following this, the count matrices were merged and normalized using *SCTransform.* Principal component analysis was executed, focusing on 2000 highly variable genes. To select the appropriate number of principal components (PCs), the Elbow plot heuristic was used. A shared nearest neighbor (SNN) graph was constructed using the first 20 PCs through Seurat’s *FindNeighbors* function, and cell clustering was performed using a Louvain algorithm with *FindClusters.* A resolution parameter of 0.8 was chosen to generate an extensive collection of cell clusters, effectively capturing diverse cell types. Cluster markers were identified using Seurat’s *FindAllMarkers* function. Dimensionality reduction was visualized using the uniform manifold approximation and projection (UMAP) method. 

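The 16 libraries held 68741 barcodes, and 50386 of them were kept as cells with 200 to 6000 detected genes and at most 30% mitochondrial UMIs. The median number of UMIs per kept cell ran from 3421 in naive replicate A to 5098 in fixed draining replicate B. The median number of detected genes ran from 1645.5 to 2223.5 in the same 2 libraries. Mitochondrial UMIs made up a median of 4.70% in naive replicate C and of 7.17% in fixed non-draining replicate C, the lowest and the highest of the 16 libraries. The limit of 6000 genes removed 267 to 295 barcodes from each live draining library and 15 to 91 from each of the others. The mitochondrial limit removed 2636 of 8039 barcodes in live draining replicate A, 493 of 1575 in fixed non-draining replicate C and 814 of 5712 in naive replicate A.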

We assessed the quality control metrics of the dataset, including the number of RNA molecules (UMIs) and the number of genes detected per cell. 

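Doublets were looked for in each library with scrublet, at an expected rate of 0.06. Its automatic threshold marked 44 of the 50386 cells (0.087%), which was taken as too few for the threshold to have worked. Whether it failed or doublets were few was not tested. The cells of each library were therefore ranked by their doublet score, and a share that grows with the number of cells of the library was marked, a rule set after the automatic threshold was seen. This marked 1464 cells (2.91%), from 0.845% to 4.11% of a library. The marked cells stayed in the data for the values given here, as no caller is named in the paper's text, and were left out as an alternative. Without them, 98.5% of the genes called in marginal reticular cells, 90.9% in perivascular reticular cells and 98.2% in floor lymphatic endothelial cells (LECs) of live-tumor draining nodes were still called.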

All values fell within the expected range for single cells, as defined in Seurat’s documentation, and we did not observe any anomalies indicative of doublets.

### Stromal cluster identification and analysis

Cluster identification for our dataset was based on findings from previously published studies that have deeply characterized stromal subsets. ^30^^–^^34^ We aligned expression patterns of the markers validated in these studies with differential expression patterns of our identified clusters to assign subtypes. Notable markers used for cluster identification are noted below, and bubble plots for each fibroblastic or endothelial cluster are included in Supp Figure 1. Key identifiers for each subset include the following: **cLEC**: *ackr4+, cd36+, edn1+, anxa2+*. **fLEC**: *lyve1+, glycam1+, coch+, madcam1+* **Medullary LEC**: *lyve1+, marco+, il33+, itg2b+* **Cortical LEC**: *mrc1+, ptx3+, reln+*. Key identifiers for each subset include the following: **TRC**: *ccl19+, ccl21+, grem1+* **BRC**: *cxcl13+, cr2-, madcam1-, tnfsf11-, ch25h+* **FDC**: *cxcl13+, mfge8+, madcam1+, coch+, cr2+, tmem119+, pthlh+* **MRC**: *madcam1+, tnfsf11+, enpp2+* **MedRC**: *cxcl12(hi), inmt+, stc1+, bst1-* **PRC**: *cd34+, fndc1+, pi16+, dpp4+* **Activated SC**: *nr4a1+*.

### Re-clustering and analysis of fLEC, MRC, BRC

The dataset was methodically divided into subsets, specifically isolating floor lymphatic endothelial cells (fLEC), marginal reticular cells (MRC), and b-zone reticular cells (BRC). These subsets underwent a re-clustering process using 15 principal components (PCs) at a resolution parameter of 0.3, with the optimal number of PCs determined using the Elbow heuristic.

### Differential gene expression and pathway enrichment analyses

Differential gene expression analyses were conducted on each subset of cells with an average log-fold change above 0.25, as part of the Seurat workflow. This analysis compared Live Draining vs. Live Non-Draining cells. Pathway enrichment analyses were executed using the *ClusterProfiler* package (v3.14) and its *enrichGO* function, using Biological Process, Cellular Component, and Molecular Function ontologies. ^35^ Pathway enrichment was computed for all cluster marker genes within fLEC, MRC, and BRC subsets, specifically focusing on those with an avg_logFC > 0.25 and an adjusted p-value < 0.001. Significantly enriched pathways (adjusted p-value < 0.05) were selected and visually represented using *ggplot2.* Finally, to effectively illustrate the significance of the top hits derived from the list of differentially expressed genes, violin plots were employed as a visual tool.

## Results and discussion

### Tumor-induced shifts in LN stromal composition and transcriptome

By design, lymph nodes are strategically positioned to intercept tissue-derived signals and antigen. Established tumors, however, appear to coopt the lymphatic infrastructure to facilitate metastatic dissemination. In this context, lymphatic drainage offers an efficient means of pre-conditioning tissue stroma for metastatic niche formation, and functions as a direct channel for the distribution of signals which may in fact subvert anti-tumor immunity. Indeed, efficiency of lymphatic drainage is positively correlated with metastatic potential, and lymphangiogenesis is a hallmark of metastatic niche formation. ^36^ In the pre-metastatic lymph node, expansion of both endothelium and FRCs has been documented. ^25^

However, stromal expansion in LNs is not a tumor-specific response program. Indeed, subcutaneous delivery of fixed tumor cells is sufficient to elicit LN swelling and expansion of FRCs, LECs, and BECs at a level comparable to that observed with live tumor growth ( Figure 1A). 

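Cells of inguinal lymph nodes, enriched for PDPN-expressing stroma, were profiled by droplet single-cell RNA sequencing in 16 libraries. Mice received 500000 live MC38 cells, a mouse colon carcinoma line, or fixed MC38 cells, and the nodes were taken on day 12. For each inoculum, 3 libraries came from draining nodes and 3 from contralateral non-draining nodes, and a further 4 libraries came from naive mice. The authors counted unique molecular identifiers (UMIs) per gene and barcode with Cell Ranger 3.0.1 on the mm10 reference and deposited these counts without normalization. The total per library was 38617010 to 48945961 UMIs (median 47581266) in live draining nodes and 11732665 to 24790181 (median 13462276) in live non-draining nodes. It was 24402526 to 32580407 (median 28329823) in fixed draining nodes and 7486725 to 13613641 (median 8528637) in fixed non-draining nodes. The naive replicates A to D held 32918088, 26739205, 24094935 and 24904363 UMIs.

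Cells were normalized by SCTransform with 2000 variable genes and clustered on 20 principal components at a resolution of 0.8, as the methods state. The fibroblastic cells and the LECs were then each clustered again with the same settings. A cluster took the name of the subset whose marker genes it expressed most, and is called MRC-like, fLEC-like and so on. The markers, the gene lists, the tests and the rule for the genes named here were fixed before the data were examined, whereas the scoring of the markers was settled after the clusters were seen. UMIs were summed over the cells of each subset in each library with at least 10 such cells, so that the library and not the cell is the replicate. Draining nodes were compared with non-draining nodes within each inoculum by edgeR's quasi-likelihood test, with 1 estimate of the spread over all 16 libraries. The difference between the draining effects of live and fixed cells was tested as an interaction in the same model. Genes are called at a Benjamini-Hochberg adjusted p under 0.05, and levels are CPM (counts scaled to library size) after TMM normalization, as mean ± SD. Gene lists were tested with limma's camera at a preset correlation of 0.01, and again with the correlation estimated from the data. Gene positions refer to the GRCm38 assembly.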

To explore more deeply the functional alterations occurring within the stromal compartment that specifically correlated with live tumor growth, we performed single cell RNA sequencing of cells isolated from draining and non-draining LNs in mice inoculated with either live or fixed MC38 colorectal carcinoma cells. We additionally enriched for PDPN-expressing LECs and FRCs to enable robust subset-level analyses. 

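Of the 50386 cells, 12725 fell into clusters led by markers of fibroblastic cells and 11377 into clusters led by markers of LECs. The clusters of the other 26284 cells scored highest for B, plasma, T, NK or dendritic cells, macrophages and monocytes, neutrophils, blood endothelial cells or pericytes. A cluster of 628 cells led by Mcpt4, Cma1 and Cpa3 reached only 0.179, for macrophages and monocytes. Another, of 277 cells, was led by the cell division genes Cenpf, Prc1 and Top2a. It scored 0.549 for NK cells and 0.365 for LECs, and 49.5% of its cells came from live draining nodes. Dividing stromal cells may thus be missing from the stromal classes, which bears on cell cycle genes and shares. MRC-like and perivascular reticular (PRC)-like cells were most numerous in the live draining libraries, with 291 to 431 and 103 to 143 cells in each. They were least numerous in the fixed non-draining libraries, with 32 to 51 MRC-like and 12 to 17 PRC-like cells. Floor LEC (fLEC)-like cells numbered 107 to 344 per library over all groups. The UMIs summed per library, which set the depth of each value, ran from 315582 to 5403499 for MRC-like, from 74416 to 1264097 for PRC-like and from 878728 to 4382010 for fLEC-like cells.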

Within the resultant dataset, we identified 7 distinct clusters of fibroblastic cells and 4 clusters of lymphatic endothelial cells, each of which was annotated based on well-established identity markers ( Figure 1B, E, Supplementary Figure 1, Supplementary Tables 1 & 2). ^30^^–^^33^

**Figure 1.**
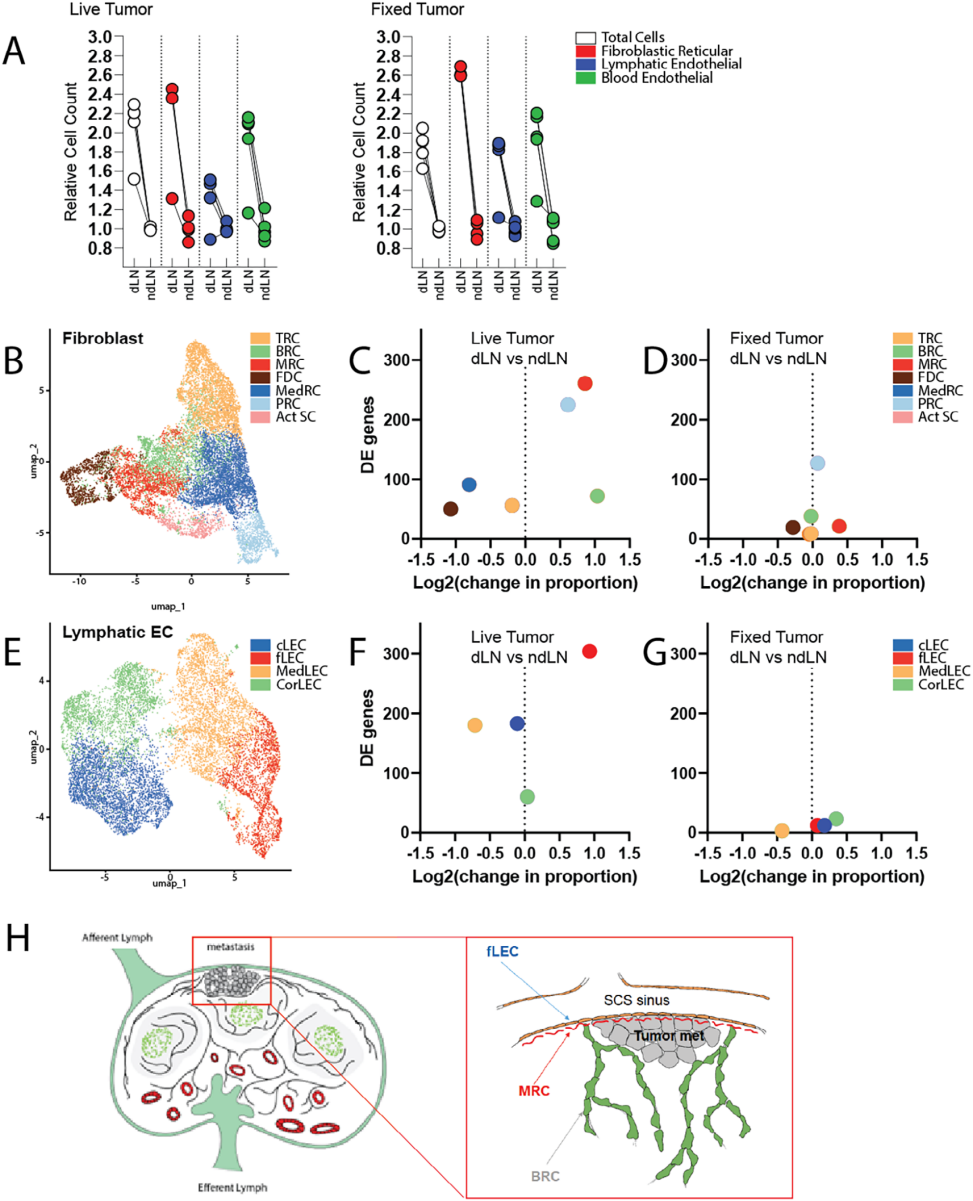
Single cell RNA sequencing of the tumor-draining lymph node: *Mice received either live or fixed MC38 cancer cells by subcutaneous injection.* *Tumor draining and contralateral non-draining inguinal lymph nodes were excised and enzymatically digested for analysis.* A) Quantification of cell numbers assessed by flow cytometry (n=5 mice per condition). Data are presented as cell counts relative to the average of corresponding non-draining LN. Cell populations were identified by the following markers: Fibroblastic Reticular cells (CD45-CD31-PDPN+), Lymphatic Endothelial cells (CD45-, CD31+, PDPN+), and Blood Endothelial cells (CD45-, CD31+, PDPN-). B) UMAP visualization of total lymph node fibroblasts, colored by cluster identify. C, D) Quantification of the change in population proportion (amongst fibroblast subsets), along with total number of differentially expressed genes. *C.* dLN vs ndLN of mice growing live tumors. *D.* dLN vs ndLN of mice receiving fixed tumor cells. E) UMAP visualization of total lymph node lymphatic endothelial cells, colored by cluster identity. F, G) Quantification of the change in population proportion (amongst endothelial subsets), along with total number of differentially expressed genes. *F.* dLN vs ndLN of mice growing live tumors. *G.* dLN vs ndLN of mice receiving fixed tumor cells. H) Schematic representation of lymph node architecture and anticipated location of metastases engraftment. Inset depicts a micrometastasis surrounded by the following stromal subsets of interest: fLECs, MRCs, and BRCs.

Fibroblastic populations include T-zone Reticular Cells (TRC), B zone Reticular cells (BRC), Marginal Zone Reticular Cells (MRC), Follicular Dendritic Cells (FDC), Medullary Reticular cells (MedRC), Perivascular Reticular cells (PRC), and activated stromal cells (Act SC). 

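The 12725 fibroblastic cells formed 18 clusters. The 3173 MedRC-like cells formed 3 clusters. That of 1062 cells had Inmt among its leading genes and that of 645 cells Stc1, while the largest, of 1466 cells, had neither. The 2981 TRC-like cells formed 3 clusters as well. That of 1390 cells was led by the T cell chemokine gene Ccl21a and that of 734 cells by Slc7a11. That of 857 cells was led by Cxcl9 and Cxcl10, with Ccl19 among the leading genes. The 2538 MRC-like cells formed 3 clusters, of 1021 cells with Ch25h and the RANKL gene Tnfsf11 among their leading genes, of 898 cells, and of 619 cells led by Hamp and the B cell chemokine gene Cxcl13. A single cluster of 1046 PRC-like cells was led by Igfbp6, Mgp and Pi16, and a cluster of 546 cells led by the immediate early genes Atf3, Nr4a1 and Fosb was ActSC-like. The 580 FDC-like cells formed 2 clusters, both with the IgE receptor gene Fcer2a among their leading genes, and the one of 286 cells also with the complement receptor gene Cr2. No cluster had its highest score for BRC markers (Cxcl13, Ch25h, Bst1 and Tnfsf13b, less Cr2, Madcam1 and Tnfsf11). The cluster of 1021 cells scored 0.785 for MRC and 0.59 for BRC, and is also followed on its own as the Ch25h-high cluster.

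The remaining 5 clusters stayed unnamed. The largest of them, 945 cells led by mitochondrial genes, held 11.3% of the fibroblastic cells in live draining and 3.84% in live non-draining nodes, and 7.00% in fixed draining and 8.92% in fixed non-draining nodes. A cluster of 571 cells led by the lysozyme genes Lyz1 and Lyz2 of macrophages held 4.79% and 6.46% in the nodes of live-tumor mice and 3.67% and 4.26% in those of fixed-cell mice. The others, of 180, 145 and 20 cells, held at most 2.92% in any group.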

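The 11377 LECs formed 19 clusters. The 4343 ceiling LEC (cLEC)-like cells formed 5 clusters, the largest with the chemokine scavenger gene Ackr4 among its leading genes. The 3379 fLEC-like cells formed 6 clusters, one led by Coch, Glycam1 and Madcam1 and another led by Ccl20, Cxcl9, Fgf23 and Cxcl10. The 832 medullary (MedLEC)-like cells formed 3 clusters, led by the scavenger receptor gene Marco or by interferon-induced Ifit genes, and the 1053 cortical (CorLEC)-like cells formed 1, led by Ptx3, Reln and Mrc1. A cluster of 855 cells led by Clec4g scored highest for fLEC but stayed unnamed, since Clec4g is among the markers of MedLECs. It held 3.08% of the LECs in live draining and 6.47% in live non-draining nodes, and 9.42% and 11.1% in fixed draining and non-draining nodes. Further unnamed clusters of 382, 339 and 194 cells held 5.37%, 3.94% and 2.62% of the LECs in live draining nodes and 2.16%, 3.23% and 1.28% in live non-draining nodes. In fixed draining nodes they held 1.78%, 1.67% and 1.01%, and in fixed non-draining nodes 3.50%, 1.13% and 0.422%.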

Endothelial cell subsets include ceiling LECs (cLEC), floor LECs (fLEC), Medullary LECs (MedLEC), and Cortical LECs (CorLEC).

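Each reticular and lymphatic class away from the floor of the subcapsular sinus also changed in the draining node of live tumors. In cLEC-like cells, which line the sinus ceiling, 2850 of 11874 tested genes changed (1473 higher, 1377 lower), and in MedLEC-like cells of the medullary sinuses 901 of 8643 (523 higher, 378 lower). The draining effect differed between live and fixed cells for 1886 genes in cLEC-like and 345 in MedLEC-like cells. In MedLEC-like cells these 2 counts were 76 and 14 with LogNormalize and 245 and 66 in the clustering without responsive genes. TRC-like cells, the scaffold of the T cell zone, changed 763 of 12017 genes (394 higher, 369 lower), and MedRC-like cells 860 of 11319 (462 higher, 398 lower). Without live non-draining replicate C these counts were 421 in TRC-like and 534 in MedRC-like cells. The draining effect differed for 188 genes in TRC-like and 170 in MedRC-like cells. This count was 120 in TRC-like cells without live non-draining replicate C, and without fixed non-draining replicate A it was 112 in TRC-like and 66 in MedRC-like cells. In MedRC-like cells the live count and this difference were 481 and 92 with LogNormalize and 1299 and 326 in the clustering without responsive genes, and the difference was 107 with at most 10% mitochondrial UMIs.

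CorLEC-like cells changed 126 of 7839 genes (77 higher, 49 lower), or 83 without live draining replicate A, 83 with replicate letters as blocks, 84 in the clustering without responsive genes and 67 with at most 10% mitochondrial UMIs. ActSC-like cells changed 222 of 5262 (128 higher, 94 lower), with 139 and 96 without live draining replicates B and C and 101 without live non-draining replicate B or C, 127 with replicate letters as blocks and 106 with at most 10% mitochondrial UMIs. FDC-like cells changed 36 of 5829 (21 higher, 15 lower), with 6, 13 and 20 without live draining replicates A, B and C and 21 and 4 without live non-draining replicates B and C, 87 with no filter on low counts, 5 with LogNormalize and 10 in the clustering without responsive genes. All counts are from edgeR, on libraries of as few as 11 ActSC-like and 13 FDC-like cells.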

The seeding of micrometastases within tumor-draining lymph nodes predictably occurs within the subcapsular sinus (SCS), where tissues are most readily exposed to lymph borne materials and migrating cancer cells ( Figure 1H). ^37^^,^^38^ Interestingly, we demonstrate here that unique cellular constituents of this specific microanatomical compartment were selectively impacted by the upstream tumor ( Figure 1C, F, Supplementary Figure 3). 

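MRC-like cells, which underlie the sinus floor, changed 2060 of 11327 tested genes in the live-tumor draining node, 1074 higher and 986 lower. Genes of cell division, ribosome assembly, protein folding and respiration rose together. Of 19 cell cycle genes measured, 11 were higher and none lower (13 higher when adjusted over the list alone, camera adjusted p = 6.8e-08). They include Tubb5 (log2 fold change 0.92), which encodes a tubulin, Hmgb2 (0.85), H2afz (0.84), which encodes a histone variant, and Top2a, which encodes the topoisomerase of dividing cells. Top2a held 118 UMIs in draining and 1 UMI in non-draining nodes, a ratio of 18.4 between the rates (95% counting interval 3.24 to 733). Of 28 genes of ribosome biogenesis, 10 were higher and none lower (14 higher when adjusted over the list alone, camera adjusted p = 6.2e-05), with Npm1 (0.67), Nop58 (0.65), Ncl (0.50) and Nhp2 (0.74) at the smallest p. Of 23 genes of protein folding in the endoplasmic reticulum, 11 were higher and 1 lower, the same when adjusted over the list alone (camera adjusted p = 1.7e-05), among them Ssr2 (1.06), Sec61b (0.67), Manf (0.67) and Pdia6 (0.54). Of 45 nuclear genes of oxidative phosphorylation, 30 were higher and none lower (34 higher when adjusted over the list alone), for example Atp5g1 (0.73), Atp5d (0.69), Cox5b (0.65) and Uqcrq (0.62). Their camera adjusted p was 8.3e-17, and adjusted p = 0.14 with an estimated correlation. Of 30 genes of the actin cytoskeleton and motility, 17 were higher and 1 lower (22 and 1 when adjusted over the list alone), among them S100a6 (1.59), Lgals1 (1.33), Anxa2 (1.26) and Lmna (0.73); their camera adjusted p was 1.1e-13, and adjusted p = 0.054 with an estimated correlation.

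The largest fall was that of Pdlim3 (ENSMUSG00000031636.7, chromosome 8 from 45885461 to 45919548), which encodes an actinin-binding protein of the cytoskeleton. It stood at 44.3 ± 1.72 CPM in draining and 296 ± 21.3 CPM in non-draining nodes (SD, n = 3), a log2 fold change of -2.75 (standard error 0.15, adjusted p = 4.3e-15). The complement receptor gene Cr2, also a marker of FDCs, fell from 692 ± 87.6 to 193 ± 5.96 CPM (log2 fold change -1.85, adjusted p = 1.5e-10). Dsg1a (-2.65), Gda (-2.24), Clmn (-2.02), Hlf (-1.91), Prkg2 (-1.85) and Pcp4l1 (-1.83) complete the 8 largest falls. Plac8 (2.10), Tmtc2 (2.18) and Gm10073 (1.89) were among the largest rises. Plac8 is also a leading gene of a cluster of macrophages and monocytes, with 41.6% of its cells from live draining nodes. No share of cells with a UMI is given for Plac8, so free RNA is open for its rise. In 3995 of the 11327 genes (35.3%) the 3 draining libraries did not overlap the 3 non-draining ones, where chance gives 10%. The draining effect differed between live and fixed cells for 527 genes (224 higher, 303 lower), or for 318 without fixed non-draining replicate C. This count was larger with LogNormalize and smaller without the Ch25h-high cluster.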

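Floor LEC-like cells changed 4120 of 11609 genes in the live-tumor draining node, 2138 higher and 1982 lower, and the draining effect differed between live and fixed cells for 1778 (938 higher, 840 lower). Genes of immune modulation, complement and cell motility rose, and genes of the immediate early response fell. Cd200 (ENSMUSG00000022661.14, chromosome 16 from 45382135 to 45409053) encodes a ligand that restrains myeloid cells. It rose from 37.6 ± 3.63 to 383 ± 18.4 CPM (SD, n = 3, log2 fold change 3.33, standard error 0.11, adjusted p = 2.9e-20). Of 14 immunomodulatory ligands and cytokines, 9 were higher and 3 lower (10 and 3 when adjusted over the list alone, camera adjusted p = 1.8e-09), among them the galectin genes Lgals9 (1.96) and Lgals1 (1.75) and Mif (1.32). Of 13 genes of complement and acute phase, 8 were higher and 1 lower (9 and 1 when adjusted over the list alone, camera adjusted p = 6.5e-11), with the complement inhibitor gene Serping1 (3.10), Lcn2 (3.398), C1s1 (2.11) and C1ra (1.19) at the smallest p. Of 29 genes of the actin cytoskeleton and motility, 27 were higher and none lower, the same when adjusted over the list alone (camera adjusted p = 5e-33), for example S100a11 (2.07), Anxa2 (2.02) and Tagln2 (1.75). Of 25 immediate early and dissociation stress genes, 22 were lower and 1 higher, the same when adjusted over the list alone (median log2 fold change -1.46, camera adjusted p = 8.8e-38). Fos (ENSMUSG00000021250.13, chromosome 12 from 85473890 to 85477273), which encodes a subunit of the AP-1 transcription factor, fell from 2292 ± 31.3 to 403 ± 46.2 CPM (log2 fold change -2.51, standard error 0.10, adjusted p = 1.3e-18). Klf2 (-2.38), Dusp1 (-2.01) and Hsph1 (-1.82) fell with it. The median of the list was also low in cLEC-like (-1.43), TRC-like (-0.70) and MedRC-like cells (-0.64), and -0.09 in MRC-like cells. Handling of the cells and a response to the tumor thus cannot be told apart for this list.

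Further large falls were those of Tmem229a (-4.24), Bcan (-3.55), Nr4a1 (-2.67), Ngfr (-2.50), Clec4g (-2.44) and the heat shock gene Hspb1 (-2.14), and large rises outside these groups those of Fgf23 (5.63) and Fabp5 (4.68). A single cluster, number 8, held 605 of the 842 fLEC-like cells of live draining nodes (71.9%), 1 of 503 of live non-draining and 2 of 859 of fixed draining nodes, so the compared cells come from different clusters. Of 6 fibroblast markers, 5 were also higher in fLEC-like cells (median log2 fold change 1.99, camera adjusted p = 4.2e-05), as were 5 of 6 pericyte markers (median 2.09, camera adjusted p = 4.2e-08). In 5263 of the 11609 genes (45.3%) the draining and non-draining libraries did not overlap, where chance gives 10%.

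**Figure D1:**
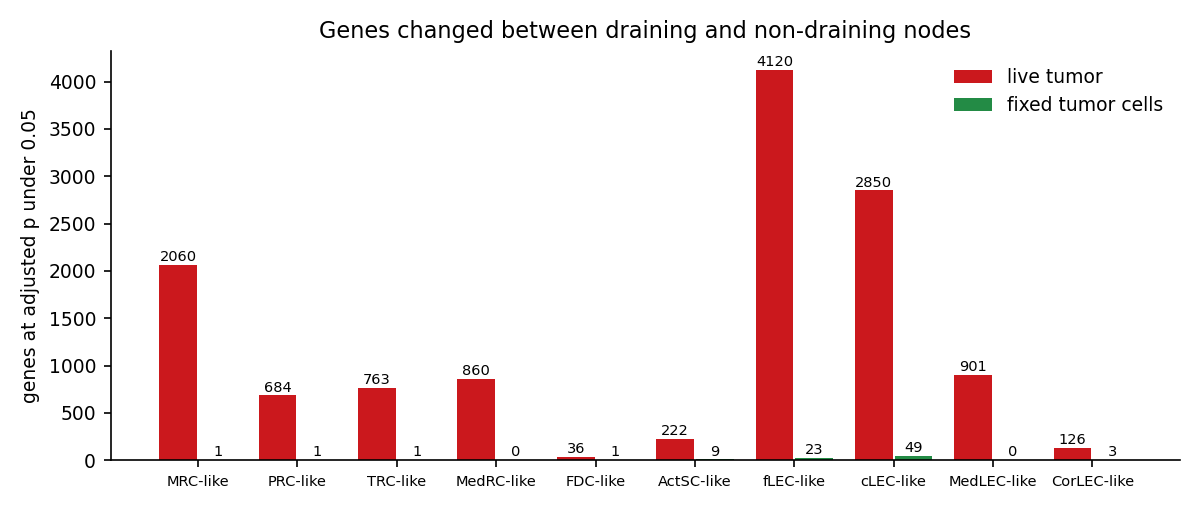
Number of genes (y axis) at an adjusted p under 0.05 from edgeR between draining and non-draining nodes in each class of cells (x axis), for mice given live (red) or fixed (green) MC38 cells; each bar is 1 test over 3 against 3 libraries and carries its count. The highest live bar is 4120 in fLEC-like cells, and the highest fixed bar 49 in cLEC-like cells.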

Marginal reticular cells (MRCs) and floor lymphatic endothelial cells (fLECs) exhibited the greatest degree of transcriptional alteration in the tumor-draining LN relative to those of contralateral non-draining LNs. 

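PRC-like cells, the fibroblasts around the vessels and the adventitia, raised matrix and contractile genes in the live-tumor draining node. Of 8308 genes tested, 384 were higher and 300 lower, a total of 684, or 424 without live non-draining replicate C. Of 20 collagen genes, 16 were higher and none lower (18 higher when adjusted over the list alone, camera adjusted p = 4.6e-43). Col1a1 rose from 2241 ± 436 to 10210.3 ± 1576 CPM (SD, n = 3, log2 fold change 2.18, standard error 0.16, adjusted p = 1.2e-10), and Col3a1 (2.43), Col5a1 (1.86) and Col1a2 (1.69) rose as well. Of 44 ECM glycoproteins and proteoglycans, 21 were higher and 3 lower (24 and 3 when adjusted over the list alone, camera adjusted p = 1.5e-17), among them the elastic fiber genes Eln (2.89), Fbn1 (2.31) and Mfap4 (3.67) and Sparc (2.61). Aspn (ENSMUSG00000021388.13, chromosome 13 from 49544443 to 49567565), which encodes the proteoglycan asporin, rose from 10.1 ± 5.77 to 211 ± 18.3 CPM (log2 fold change 4.39, standard error 0.36, adjusted p = 1.1e-09), and Cilp (5.32) and Col8a1 (4.66) showed the largest rises. Of 35 matrix enzymes and inhibitors, 16 were higher and 1 lower (17 and 2 when adjusted over the list alone, camera adjusted p = 4.6e-14), with Timp1 (2.13), the crosslinking enzyme gene Lox (1.77), Pcolce (1.56) and Adamts2 (1.47) at the smallest p. Of 15 genes of contractile cancer-associated fibroblasts, 7 were higher and none lower (9 higher when adjusted over the list alone, camera adjusted p = 8.2e-10). They include Postn (ENSMUSG00000027750.16, chromosome 3 from 54361109 to 54391037), which encodes periostin and rose from 66.2 ± 12.2 to 840.0 ± 52.1 CPM (log2 fold change 3.60, standard error 0.45, adjusted p = 2.5e-06), and Thy1 (3.22), Acta2 (1.94) and Ctgf (3.35). Acta2 turned to -0.31 in the clustering without responsive genes.

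Of 24 immediate early and dissociation stress genes, 11 were lower and none higher (16 lower and 1 higher when adjusted over the list alone, camera adjusted p = 2.1e-10), such as Hspa1a (-1.33) and Fos (-0.90). Handling of the cells and a response to the tumor cannot be told apart for this list. Of 15 regulators of vascular growth, 4 were lower and 1 higher (6 and 3 when adjusted over the list alone, camera adjusted p = 0.0078, and adjusted p = 0.082 with an estimated correlation). The lower ones are Angpt2 (-2.44), Nrp2 (-1.35), Vegfa (-0.98) and Nrp1 (-0.54), and the list's camera adjusted p was 0.078 without live draining replicate C, 0.071 without live non-draining replicate B and 0.16 without live non-draining replicate C. The largest falls were those of Cyp2f2 (-4.39) and of Igfbp3 (ENSMUSG00000020427.11, chromosome 11 from 7206086 to 7213923), which encodes an IGF-binding protein and went from 2624 ± 656 to 216 ± 66.6 CPM (log2 fold change -3.59, adjusted p = 1.2e-10). In 2375 genes (28.6%) the draining and non-draining libraries did not overlap, where chance gives 10%. The draining effect differed between live and fixed cells for 154 genes (87 higher, 67 lower), or for 83 without fixed non-draining replicate B.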

Perivascular reticular cells (PRCs) likewise exhibited significant transcriptomic changes (Supplementary Table 3). Given the physical proximity or association of PRCs with the LN vasculature, transcriptional alteration of this cluster may reflect support of the expanding vascular network which accompanies LN swelling. ^39^ However, a subset of these *cd34*+ PRCs, also described as adventitial cells, has likewise been reported to populate the SCS. ^33^ Notably, the functional role of PRCs is not yet well characterized, but various reports ^39^ describe *cd34*+ PRCs as a stromal precursor population that gives rise to various reticular cell subsets.

Unexpectedly, we also found that the overall cellular representation of these populations, along with B-zone reticular cells (BRCs), were disproportionately increased in the tumor-draining LN ( Figure 1C, F). This appears to differ from the pattern of stromal expansion that occurs in response to normal antigenic challenge. 

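MRC-like cells made up 28.6% ± 1.18 of the fibroblastic cells in live-tumor draining nodes and 15.0% ± 0.868 in live non-draining nodes (SD, n = 3), a log2 ratio of 0.93 (adjusted p = 4.1e-12 from edgeR on cell numbers). PRC-like cells made up 9.62% ± 0.499 and 6.72% ± 1.84, a log2 ratio of 0.52 (adjusted p = 0.011), which was 0.31 (adjusted p = 0.096) without live non-draining replicate B. In the clustering without responsive genes, these log2 ratios were 0.34 (adjusted p = 0.0012) for MRC-like and 0.54 (adjusted p = 0.0088) for PRC-like cells. That clustering left out 6935 genes. If markers of a class are among them, a smaller ratio there can come from their loss. The share of fLEC-like cells among LECs was 31.8% ± 1.42 in draining and 33.3% ± 3.02 in non-draining nodes, a log2 ratio of -0.07 (adjusted p = 0.40) and of -0.11 (adjusted p = 0.51) without responsive genes. With LogNormalize in place of SCTransform this log2 ratio was 0.28 (adjusted p = 1.9e-04). No cluster scored highest for BRC markers, so no BRC share was computed.

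Among the other fibroblastic classes, FDC-like cells fell from 8.68% ± 1.32 to 3.59% ± 0.428 (log2 ratio -1.27, adjusted p = 6.0e-08; -1.06 without responsive genes) and MedRC-like cells from 25.2% ± 2.73 to 17.4% ± 1.19 (-0.54, adjusted p = 1.2e-06; -0.56 without responsive genes). ActSC-like cells, defined by immediate early genes, fell from 7.27% ± 1.22 to 1.18% ± 0.401 (log2 ratio -2.62, adjusted p = 3.6e-14), and the clustering without responsive genes held no such class. TRC-like cells stood at 21.3% ± 0.647 and 24.6% ± 0.663 (log2 ratio -0.21, adjusted p = 0.034). That call was lost without live draining replicate B (-0.18, adjusted p = 0.083), live non-draining replicate A (-0.20, adjusted p = 0.13) or live non-draining replicate B (-0.20, adjusted p = 0.069), and the value was 0.11 (adjusted p = 0.40) without responsive genes and 0.31 (adjusted p = 0.0027) with LogNormalize. CorLEC-like cells fell from 10.5% ± 0.143 to 6.58% ± 0.710 of LECs (log2 ratio -0.68, adjusted p = 6.8e-05), but gave -0.22 (adjusted p = 0.43) without responsive genes. The shares of cLEC-like cells (log2 ratio 0.07, adjusted p = 0.33; 0.08 without responsive genes) and of MedLEC-like cells (0.30, adjusted p = 0.18; 0.38 without responsive genes) did not pass the test. With LogNormalize the MedLEC-like value turned to -1.34 (adjusted p = 2.5e-05). An exact permutation test of 3 against 3 libraries gave p = 0.1 for each called share, the smallest p that such a comparison allows, and the enrichment for PDPN acts on all these shares. Shares within a lineage depend on each other, so the rise of MRC-like cells by itself lowers the other fibroblastic shares. How much of the falls of TRC-like, MedRC-like, FDC-like and ActSC-like cells comes from that was not tested.

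**Figure D2:**
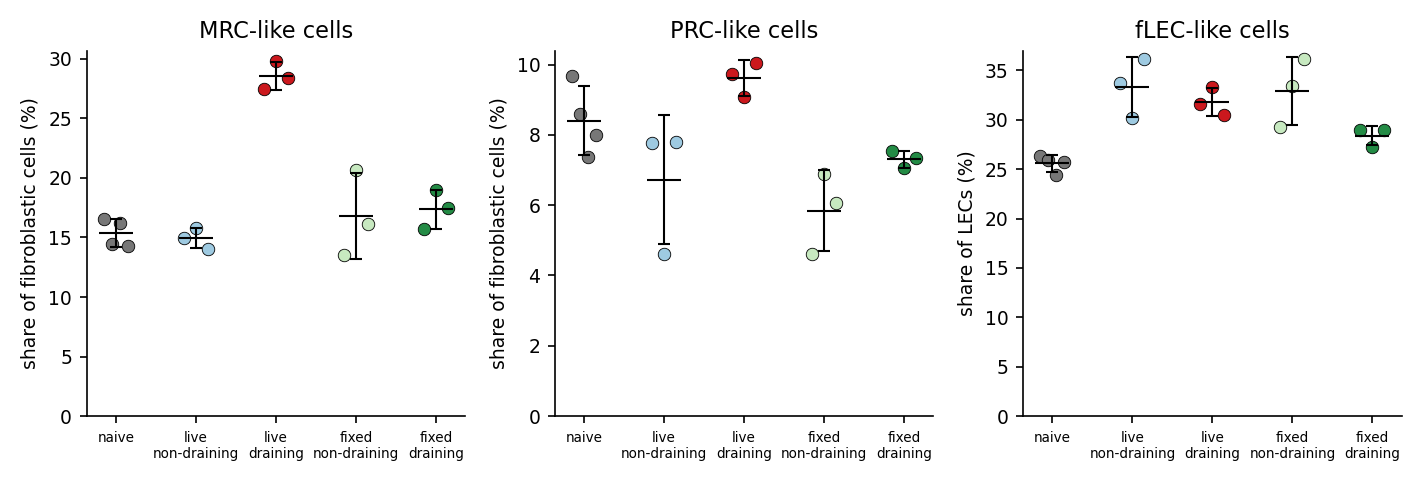
Percent of fibroblastic cells that are MRC-like or PRC-like, and percent of LECs that are fLEC-like (y axes), in each of the 5 groups of nodes (x axis); points are libraries, lines means and bars SD. The MRC-like share averages 28.6% in live draining nodes and 15.0% in live non-draining nodes.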

While exposure to fixed tumor cells elicited stromal activation and expansion – as previously demonstrated – this proliferative response seemed to occur proportionately amongst fibroblast and endothelial subsets and involved comparatively fewer transcriptomic alterations ( Figure 1D, G). 

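Between the draining and non-draining nodes of mice given fixed cells, edgeR called 1 gene in MRC-like, 1 in PRC-like, 23 in fLEC-like and 49 in cLEC-like cells, and from 0 to 9 in the other classes. In MRC-like cells the gene is Dcn, which encodes the collagen-binding proteoglycan decorin (log2 fold change 0.72, standard error 0.13, adjusted p = 0.035), and in PRC-like cells it is Pla2g7 (-2.902, standard error 0.50, adjusted p = 0.026). Of the 23 genes in fLEC-like cells 18 were higher, among them the heat shock and chaperone genes Hspa1a (1.54, adjusted p = 7.3e-09), Hspb1 (1.43, adjusted p = 9.4e-07), Hspa1b (1.11), Hsph1 (0.97) and Dnajb1 (0.74). Among the 5 lower ones are Gm42544 (-1.16), the immediate early gene Fosb (-1.05), Ttn (-0.61) and Ehd3 (-0.59). These genes were chosen after their values were seen. In cLEC-like cells 38 genes were higher and 11 lower.

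The counts of 0 are those of MedRC-like cells, where 768 genes had an unadjusted p under 0.05 and DESeq2 called 16, and of MedLEC-like cells, where 468 had one and DESeq2 called 0. The MedRC-like count was 2 without fixed draining replicate B and 2, 1 and 2 without fixed non-draining replicates A, B and C, and the MedLEC-like count 1 without fixed draining replicate A and 2 without fixed non-draining replicate B. The count of 9 is that of ActSC-like cells, and it was 3 without fixed draining replicate A or fixed non-draining replicate C. An unadjusted p under 0.05 was reached by 602 genes in MRC-like, 652 in PRC-like and 867 in fLEC-like cells, and DESeq2 called 3, 46 and 23. Left-out libraries moved these low counts: that of MRC-like cells was 0 without fixed draining replicate B or C or any fixed non-draining replicate, and that of PRC-like cells 0 without any fixed draining replicate and 9, 6 and 3 without fixed non-draining replicates A, B and C. In fLEC-like cells it was 13 without fixed draining replicate B and 10 and 15 without fixed non-draining replicates B and C, and in cLEC-like cells 32 and 27 without fixed draining replicates B and C and 21 and 23 without fixed non-draining replicates B and C. On simulated counts of these libraries, edgeR recovered 40.3% of 2-fold changes between the fixed nodes in MRC-like and 74.6% in fLEC-like cells, and 71.6% and 74.6% between the live nodes.

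The share of MRC-like cells was 17.4% ± 1.62 in fixed draining and 16.8% ± 3.61 in fixed non-draining nodes (SD, n = 3), a log2 ratio of 0.05 (adjusted p = 0.75; 0.04 in the clustering without responsive genes), which was -0.02 without fixed draining replicate B and -0.08 without fixed non-draining replicate A. The log2 ratio of the other fibroblastic classes ran from -0.35 in ActSC-like to 0.32 in PRC-like cells, and none passed the test. Among LECs, the share of cLEC-like cells rose (log2 ratio 0.26, adjusted p = 6.1e-04; 0.28 without responsive genes) and that of CorLEC-like cells rose (0.40, adjusted p = 0.0089), while those of fLEC-like (-0.21, adjusted p = 0.032; -0.26 without responsive genes) and MedLEC-like cells (-0.72, adjusted p = 3.7e-04) fell. Without responsive genes the CorLEC-like value was 0.43 (adjusted p = 0.096) and the MedLEC-like one 0.00214 (adjusted p = 0.72). The fLEC-like call was lost without fixed draining replicate B (adjusted p = 0.084) or fixed non-draining replicate B (adjusted p = 0.10) or C (adjusted p = 0.19), and the CorLEC-like call without fixed non-draining replicate A (adjusted p = 0.063). The difference between the live and fixed draining effects passed the test for MRC-like cells (log2 0.88, adjusted p = 1.1e-04; 0.30, adjusted p = 0.13, without responsive genes) and did not for PRC-like (0.20, adjusted p = 0.77, and -0.02 without live non-draining replicate B) or fLEC-like cells (0.15, adjusted p = 0.33). The paper states that the response to fixed cells seemed proportionate among subsets, with fewer transcriptomic changes, and goes on to its prediction of a niche for metastatic cells under live tumors.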

Ultimately, we predict that selective induction of transcriptional changes and disproportionate expansion of stromal subsets comprising the SCS in the tdLN reflects the establishment of a niche supportive of metastatic engraftment and survival.

### MRC and BRCs exhibit elevated ECM production reminiscent of the desmoplastic nature of CAFs

While the exact microenvironmental preferences of primary and secondary lesions may differ, and the means by which these alterations are driven may be distinct, there are almost certainly commonalities in tumor-induced stromal reprogramming. For instance, the aberrant production of extracellular matrix, characteristic of the desmoplastic response, is broadly observed across cancer indications. These responses are largely driven by conversion of resident fibroblast populations to tumor-supportive cancer associated fibroblasts (CAFs). Within the LN SCS, resident fibroblast populations include primarily MRCs that underly the sinus endothelium, and a proportion of BRCs that populate the interfollicular space. 

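MRC-like cells of the live-tumor draining node raised genes of fibrillar collagen, fibronectin and basement membrane. Fn1 (ENSMUSG00000026193.15, chromosome 1 from 71585520 to 71653200) encodes fibronectin and rose from 338 ± 106 to 1687 ± 74.1 CPM (SD, n = 3, log2 fold change 2.29, standard error 0.22, adjusted p = 2.7e-09). Col3a1 (ENSMUSG00000026043.18, chromosome 1 from 45311538 to 45349706), a fibrillar collagen gene, rose from 461 ± 110 to 1736 ± 234 CPM (log2 fold change 1.93, standard error 0.14, adjusted p = 5.8e-12). Col1a1 (ENSMUSG00000001506.10, chromosome 11 from 94936224 to 94953042) rose from 888 ± 97.9 to 2183 ± 259 CPM (log2 fold change 1.30, standard error 0.12, adjusted p = 7.9e-10). Fbn2 (ENSMUSG00000024598.8, chromosome 18 from 58008623 to 58210487), which encodes the microfibril protein fibrillin-2, rose from 44.8 ± 17.4 to 186 ± 21.2 CPM (log2 fold change 2.17, adjusted p = 1.9e-10). Of 16 collagen genes measured, 11 were higher and none lower, the same when adjusted over the list alone (median log2 fold change 0.67, camera adjusted p = 1.7e-15). They include the basement membrane genes Col4a1 (1.01) and Col4a2 (1.11) and also Col1a2 (0.75) and Col6a3 (1.22). Of 38 ECM glycoproteins and proteoglycans, 19 were higher and 6 lower (22 and 8 when adjusted over the list alone, camera adjusted p = 1.9e-08). Sparc (1.34) and the basement membrane gene Nid1 (1.83) rose, and Ltbp4 (-1.65), which encodes a TGF-beta-binding protein, fell. All 10 genes that the study labels for MRCs and BRCs were higher, a list chosen on these samples and so not independent evidence.

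Between the nodes of mice given fixed cells, the log2 fold change was 0.48 for Fn1 (adjusted p = 0.94), 0.32 for Col3a1 (adjusted p = 0.93) and 0.40 for Col1a1 (adjusted p = 0.76). The draining effect was larger with live than with fixed cells for Fn1 (log2 difference 1.81, adjusted p = 8.6e-04), Col3a1 (1.61, adjusted p = 4.7e-06), Col1a1 (0.90, adjusted p = 0.0012) and Fbn2 (2.11, adjusted p = 0.0011). For Col4a1 that difference was lost without fixed non-draining replicate C (0.57, adjusted p = 0.18).

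**Figure D3:**
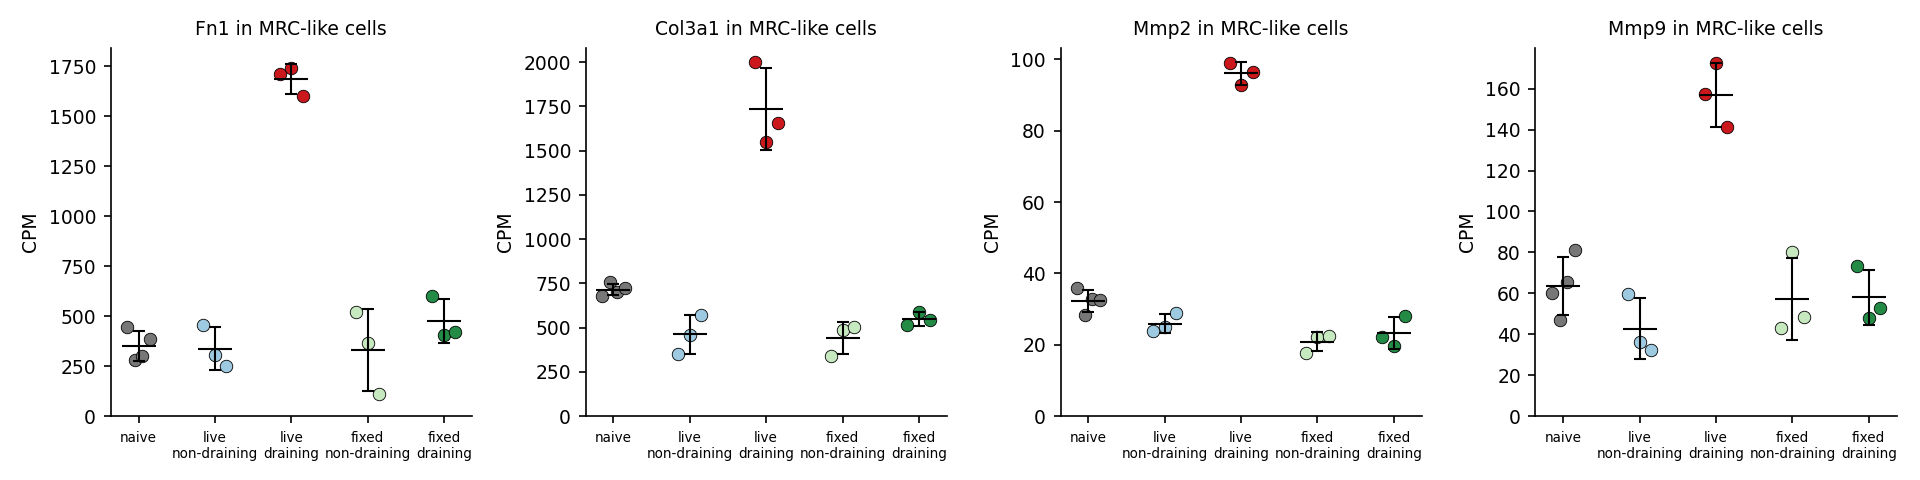
CPM of Fn1, Col3a1, Mmp2 and Mmp9 in MRC-like cells (y axes) in the 5 groups of nodes (x axis); points are libraries, and lines and bars the mean and SD. Fn1 averages 1687 CPM in live draining and 338 CPM in live non-draining nodes.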

As both populations exhibited shifts specific to the tdLN, we re-clustered each population and performed differential transcriptomic analyses to identify tumor-specific changes ( Figure 2A-D). Amongst these changes, MRCs most notably exhibited increases in a broad spectrum of ECM components and matrix remodeling enzymes reminiscent of desmoplastic CAFs of the primary tumor, including upregulation of fibronectin, a critical ECM protein involved in development, wound healing, and cancer metastasis ( Figure 2A,B). ^40^ Interestingly, PDAC-derived exosomes were recently reported to induce elevated fibronectin expression in the pre-metastatic liver - a process which was found to be essential for niche formation. ^41^

**Figure 2.**
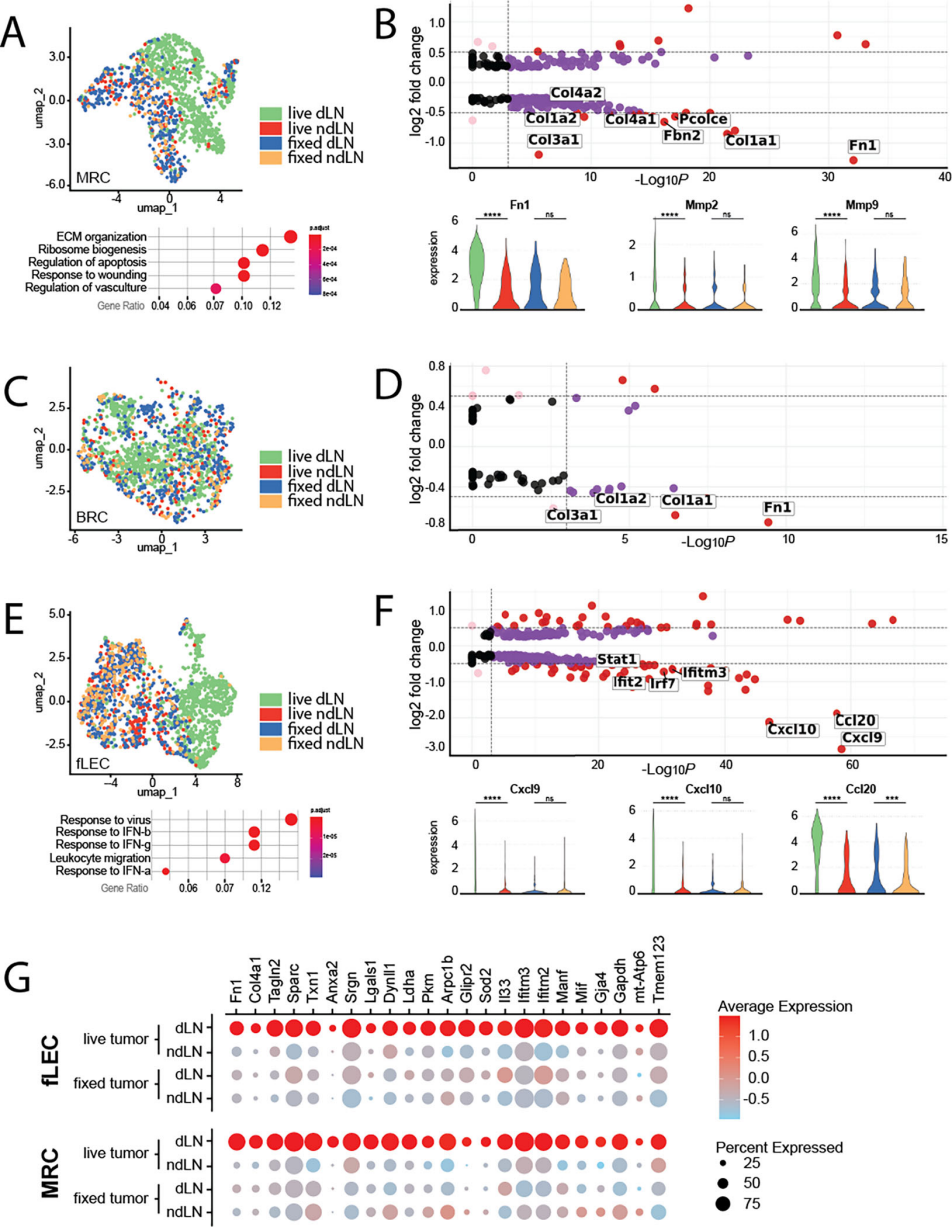
Transcriptomic features of MRCs, BRCs, and fLECs in the tumor-draining lymph node. A) ( *top*) UMAP visualization of MRCs, colored by treatment condition. ( *bottom*) Pathways significantly enriched in MRCs of live-tumor-draining LNs relative to non-draining LNs. B) ( *top*) Volcano plots of differentially expressed genes between MRCs of draining vs non-draining LNs. Select genes of interest are highlighted. ( *bottom*) Violin plots of select genes differentially expressed in MRCs of the live-tumor draining LN. Expression is shown across all four experimental conditions; live draining, live non-draining, fixed draining, and fixed non-draining. C) UMAP visualization of BRCs, colored by treatment condition. D) Volcano plots of differentially expressed genes between BRCs of draining vs non-draining LNs. Select genes of interest are highlighted. E) ( *top*) UMAP visualization of fLECs, colored by treatment condition. ( *bottom*) Pathways significantly enriched in fLECs of live-tumor-draining LNs relative to non-draining LNs. F) ( *top*) Volcano plots of differentially expressed genes between fLECs of draining vs non-draining LNs. Select genes of interest are highlighted. ( *bottom*) Violin plots of select genes differentially expressed in fLECs of the live-tumor draining LN. Expression is shown across all four experimental conditions; live draining, live non-draining, fixed draining, and fixed non-draining. B, D, F) The cutoffs for highlighted genes include a log2 fold change of 0.5 or above (horizontal dashed lines) and adjusted p-value above 0.001 (indicated by the vertical dashed lines). Negative log2 fold change values indicate genes that are more highly expressed in draining lymph nodes (dLNs) relative to non-draining lymph nodes (ndLNs). G) Dotplot displaying expression of transcripts upregulated across both MRCs and fLECs in the live tdLN. The size of the dot represents percentage of cells expressing transcript, while the color indicates average level of expression within the population.

In addition to ECM proteins, matrix metalloproteases (MMPs) likewise play a pivotal role in cancer progression and metastatic dissemination through matrix remodeling. ^42^^,^^43^ Along these lines, we observed increases in both *mmp2* and *mmp9* specifically in MRCs of the tdLN ( Figure 2B). 

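Mmp2 (ENSMUSG00000031740.8, chromosome 8 from 92827291 to 92853420), which encodes gelatinase A, rose in MRC-like cells from 25.9 ± 2.57 CPM in live non-draining to 96.1 ± 3.15 CPM in live draining nodes (SD, n = 3). This is a log2 fold change of 1.91 (standard error 0.16, adjusted p = 6e-11). Mmp9 (ENSMUSG00000017737.2, chromosome 2 from 164940780 to 164955850), the gene of gelatinase B, rose from 42.8 ± 14.9 to 157 ± 15.8 CPM (log2 fold change 1.79, standard error 0.18, adjusted p = 6.6e-09). Of 34 matrix enzymes and inhibitors, 17 were higher and 4 lower in MRC-like cells (19 and 4 when adjusted over the list alone, median log2 fold change 0.58, camera adjusted p = 1.7e-06). The collagen chaperone gene Serpinh1 (1.01) was among the higher ones and Timp3 (-1.43), an inhibitor of metalloproteases, among the lower ones. With fixed cells the log2 fold changes were 0.16 for Mmp2 (adjusted p = 0.98) and 0.01 for Mmp9 (adjusted p = 1). The difference between live and fixed effects was 1.75 for Mmp2 (adjusted p = 0.0042) and 1.78 for Mmp9 (adjusted p = 0.0019; 1.44, adjusted p = 0.057, without fixed non-draining replicate B).

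Mmp2 was also higher in live draining nodes in TRC-like (log2 fold change 0.78, adjusted p = 1.6e-04), MedRC-like (0.60, adjusted p = 2.3e-05; 220 ± 14.1 to 335 ± 26.7 CPM) and ActSC-like cells (1.21, adjusted p = 0.013). In PRC-like cells, where its level was higher, it stood at 418 ± 21.9 and 589 ± 40.0 CPM (0.49, adjusted p = 0.11). Mmp9 was higher in fLEC-like cells, at 896 ± 44.1 against 692 ± 111 CPM (0.38, adjusted p = 0.0038), and did not pass the test in TRC-like (0.37, adjusted p = 0.55) or MedRC-like cells (0.29, adjusted p = 0.44). Whether these effects differ between classes was not tested.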

While it is unclear from transcriptomic signature alone how the structure of the ECM is specifically remodeled in the SCS, or the extent to which this may impact the nascent metastasis, expression of both has previously been linked to niche formation and vascular remodeling in pre-metastatic tissues and are thus of particular interest. ^9^^,^^44^^,^^45^

Interestingly, previous reports have noted significant tumor-induced enlargement of the collagen-rich LN conduits – a branched network of fibrous structures which normally functions as a transport system for small soluble materials through the LN cortex and paracortex. ^25^^,^^46^^,^^47^ In this context, increased conduit thickness correlated with greater transport of larger, normally size-excluded molecules, and the authors speculated that these alterations may result in abnormal distribution of tumor-derived materials to deeper areas of the LN parenchyma. This is notably counter to the effects observed during acute inflammation-associated LN expansion. Under such conditions, LN conduits are also structurally disrupted, but size exclusivity of molecular transport through the network is nevertheless maintained. ^48^^,^^49^ This distinction is particularly intriguing, as size exclusivity of LN conduits is believed to be a function of plvap-lined gating channels that traverse the sinus-lining floor LECs (fLECs), rather than an intrinsic feature of conduit size itself. ^50^ Lymph-borne molecules small enough to pass through these trans-endothelial channels subsequently gain access to the conduit network. We thus speculate that matrisomal dysregulation surrounding fLECs and the underlying MRCs, such as those we find describe within this dataset, may in fact account for, or contribute to, this distinct loss of regulated conduit access in tdLNs.

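No cluster of fibroblastic cells scored highest for BRC markers, and the nearest was the Ch25h-high cluster, which is counted among the MRC-like cells and also carries the MRC marker Tnfsf11. In this cluster 767 of 9800 tested genes changed in the live-tumor draining node, 431 higher and 336 lower, or 437 without live non-draining replicate C. Matrix genes rose: Col3a1 went from 815 ± 190 to 3360 ± 349 CPM (SD, n = 3, log2 fold change 2.05, standard error 0.15, adjusted p = 6.8e-13) and Fn1 from 248 ± 135 to 983 ± 19.2 CPM (1.92, standard error 0.24, adjusted p = 3e-07). Of 14 collagen genes, 9 were higher and none lower (9 and 1 when adjusted over the list alone, camera adjusted p = 2e-18), with Col1a1 (1.21), Col1a2 (0.77) and Col5a1 (0.78) beside Col3a1 at the smallest p. Of 37 ECM glycoproteins and proteoglycans, 17 were higher and 4 lower (19 and 6 when adjusted over the list alone, camera adjusted p = 3e-09), among them Sparc (1.62), Fbn2 (1.68) and the elastin gene Eln (1.01). Of 31 matrix enzymes and inhibitors, 7 were higher and 1 lower (13 and 2 when adjusted over the list alone, camera adjusted p = 2.4e-06), with Mmp2 (1.67), Pcolce (0.90) and Serpinh1 (0.77) higher and Timp3 (-1.13) lower. The call of Timp3 was lost without live non-draining replicate A (-0.82, adjusted p = 0.14). Of 10 genes the study labels for MRCs and BRCs, 9 were higher (10 when adjusted over the list alone), a list chosen on these samples and so not independent evidence; Mmp9 did not pass the test (0.51, adjusted p = 0.15).

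Further rises in this cluster were those of Rarres1 (2.62), Plac8 (2.57), Serpina3n (2.18), Fgd5 (2.08), Gm10073 (2.08) and Tmtc2 (1.88). Free RNA is open for Plac8 here as well. The addressin gene Madcam1, an MRC marker, fell from 202 ± 50.4 to 43.8 ± 6.94 CPM (log2 fold change -2.19, standard error 0.23, adjusted p = 5.0e-09), and Pcp4l1 (-2.58), the Wnt inhibitor gene Wif1 (-2.39) and Fmod (-1.93), which encodes a collagen-binding proteoglycan, fell as well. The draining effect differed between live and fixed cells for 181 genes, or for 113 without fixed draining replicate B or fixed non-draining replicate C. In 2525 genes (25.8%) the draining and non-draining libraries did not overlap, where chance gives 10%.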

BRCs likewise exhibited upregulation of some ECM-related transcripts in the tdLN, however the overall extent of differentially expressed genes in this subset was markedly less expansive ( Figure 2C, D). Nevertheless, we note that BRC representation within the dataset was significantly greater in the tdLN, possibly reflecting a greater proliferative response without significant functional divergence from baseline properties of BRCs in a resting LN. 

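Genes of the cell cycle were higher in the Ch25h-high cluster of the live-tumor draining node. Of 15 cell cycle genes measured there, 4 were higher and none lower (camera adjusted p = 9.8e-05), among them Tubb5 (log2 fold change 0.86) and H2afz (0.70). Of 29 genes of the actin cytoskeleton and motility, 12 were higher and none lower (14 higher when adjusted over the list alone, camera adjusted p = 3.5e-14), with Anxa2 (1.31), S100a6 (1.502), Lgals1 (0.99) and Arpc1b (0.76) at the smallest p. The share of BRCs among fibroblastic cells was not computed, as no cluster scored highest for their markers. The Ch25h-high cluster held 8.76% ± 0.295 of the fibroblastic cells in live draining and 5.93% ± 0.533 in live non-draining nodes (SD, n = 3), a log2 ratio of 0.56 (adjusted p = 0.0020, exact permutation p = 0.1). In the clustering without responsive genes no cluster drew 50% of its cells from it. The cluster with Ch25h among its leading genes there, a choice made after seeing the data, drew 39.9% and had a log2 ratio of 0.19 (adjusted p = 0.32). A further cluster drew 43.7%, without Ch25h among its leading genes, and its share was not tested. Of its cells, 43.3% came from live draining and 8.9% from live non-draining nodes, against 31.5% and 9.9% in the cluster tested there. In fixed nodes the shares of the Ch25h-high cluster were 7.31% ± 1.42 and 7.47% ± 2.61 (log2 ratio -0.03, adjusted p = 0.90; 0.18, adjusted p = 0.68, for the cluster tested there). The difference between the live and fixed draining effects was 0.59 (adjusted p = 0.075; 0.01, adjusted p = 0.92, for the cluster tested there). The fixed ratio was 0.12 without fixed draining replicate A, and 0.20 and 0.03 without fixed non-draining replicates B and C, and the difference passed the test without fixed draining replicate C (adjusted p = 0.0495) or fixed non-draining replicate A (adjusted p = 0.013), and at most 10% mitochondrial UMIs (0.67, adjusted p = 0.049). When it was left out of the MRC-like class, a choice made after seeing the data, the share of the remaining MRC-like cells kept a log2 ratio of 1.14 between live draining and non-draining nodes.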

As BRCs are essential to the homeostatic maintenance of naïve B cells within the LN, proliferative expansion of the BRC subset may functionally mirror the known preferential accumulation of B cells in tumor draining nodes. ^51^^,^^52^ In turn, accumulation of B cells within the tdLN has been shown to drive pro-metastatic lymphangiogenesis, and thus expansion of the B cell support network may be an indirect, but requisite factor in support of this process. ^21^

### fLECs engage specific chemotactic cues within the premetastatic LN niche

Cell recruitment, migration and positioning into and within the LN is a highly regulated process, guided by an array of precisely coordinated chemotactic gradients. Principal among these chemotactic cues are the homeostatic chemokines Ccl19, Ccl21, and Cxcl13, each of which is primarily produced by subsets of LN FRCs. ^53^^–^^56^ Previous studies characterizing changes in the tdLN have highlighted a transcriptional downregulation of these cues within 3 days of tumor implantation, and subsequent loss of normal immune cell compartmentalization. Such perturbations would seemingly be detrimental to the initiation of adaptive immune responses, which depends on precise cellular positioning. Indeed, genetic mouse models of homeostatic chemokine disruption exhibit impaired immunity. ^57^^,^^58^ However, it is notable that all forms of inflammation and antigenic challenge, not just exposure to tumor-derived factors, can trigger transient downregulation of these factors. ^59^^–^^65^ As such, the immunological consequences of chemokine downregulation following tumor inoculation remain unclear. Within our dataset, however, we did not observe significant transcriptional alterations to *ccl19*, *ccl21*, or *cxcl13* amongst any stromal subset (data not shown). This may be reflective of the later timepoint at which we collected our data, and the transient nature of these fluctuations.

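Between the nodes of live-tumor mice, the B cell chemokine gene Cxcl13 passed the test in 5 of the 10 stromal classes, Ccl21a in 3 and Ccl19 in 2, the latter 2 being T cell chemokine genes. In MRC-like cells Cxcl13 (ENSMUSG00000023078.6) stood at 26070.3 ± 599 CPM in draining and 24003 ± 7022 CPM in non-draining nodes (SD, n = 3, log2 fold change 0.12, standard error 0.17, adjusted p = 0.69), and in FDC-like cells at 24635 ± 7959 and 23792 ± 4555 CPM (0.05, adjusted p = 0.95). In TRC-like cells Ccl21a (ENSMUSG00000094686.1, chromosome 4 from 42772860 to 42773993) stood at 32701 ± 1464 and 35629 ± 2641 CPM (-0.12, standard error 0.06, adjusted p = 0.27). Ccl19 (ENSMUSG00000071005.7) fell in TRC-like cells from 6642 ± 289 to 4316 ± 619.9 CPM (-0.62, standard error 0.10, adjusted p = 3.1e-05) and rose in MedRC-like cells from 813 ± 38.1 to 1072 ± 118 CPM (0.40, adjusted p = 0.0055). The compared TRC-like cells are made up differently, since cluster 7, with Cxcl9, Cxcl10 and Ccl19 among its leading genes, held 25.2% of them in live draining and 34.0% in live non-draining nodes, and cluster 1 held 53.5% and 39.0%, so the fall may come from the make-up. Of MedRC-like cells, cluster 9 held 8.37% in live draining and 21.1% in live non-draining nodes, and cluster 2 held 44.3% and 33.8%. Their make-up thus differs too, which bears on all values given for MedRC-like cells. Ccl19 did not pass the test in MRC-like cells (-0.36, adjusted p = 0.24). Ccl21a was lower in MRC-like cells (-0.79, standard error 0.22, adjusted p = 0.0089), a call lost without live draining replicate B (adjusted p = 0.064) or live non-draining replicate C (adjusted p = 0.10) and turned to 0.01 in the clustering without responsive genes. It was higher in CorLEC-like (3.02, adjusted p = 4.4e-06; 109 ± 24.5 to 864 ± 757 CPM) and FDC-like cells (1.56, adjusted p = 0.027; 38.1 ± 20.0 to 103 ± 44.8 CPM), at levels far below those of TRC-like cells. Cxcl13 was higher in fLEC-like (1.88, adjusted p = 8.3e-10; 46.5 ± 3.88 to 171 ± 56.6 CPM), cLEC-like (1.38, adjusted p = 3.9e-06), MedLEC-like (1.59, adjusted p = 4.9e-05), CorLEC-like (1.49, adjusted p = 1.6e-04) and ActSC-like cells (1.96, adjusted p = 4.0e-04). Of cells of live draining nodes thinned to 2000 UMIs, 26.7% of fLEC-like, 27.3% of cLEC-like, 25.1% of MedLEC-like and 35.7% of CorLEC-like cells held a UMI of Cxcl13, against 43.9% of B cells, which should lack it, and 62.5% of ActSC-like cells. Without thinning, it was 76.3% in fLEC-like cells with a median depth of 12901.5 UMIs and 59.6% in B cells with 1019 UMIs, and thinning dilutes free RNA more in deeper cells. Among unthinned cells of 2000 to under 4000 UMIs, a choice made after seeing the data, it was 65.9% in fLEC-like (Fisher p = 0.62 against B cells), 51.6% in cLEC-like, 62.7% in CorLEC-like and 62.7% in B cells. Cxcl13 in these 3 classes is thus not told apart from free RNA, and the 19 MedLEC-like cells of like depth, 42.1% of them with a UMI (Fisher p = 0.090), are too few to tell. With fixed cells, Cxcl13 (1.27, adjusted p = 0.0038) and Ccl21a (1.40, adjusted p = 0.0011) were higher in fLEC-like cells, where Cxcl13 is not told apart from free RNA either (40.3% of cells of like depth against 43.2% of B cells, Fisher p = 0.70). Reads of Ccl21a and Ccl19 can be split with near-identical copies (Ccl21b, Ccl21c, Gm13304, Gm21541 and Ccl19-ps1), so the values of these genes are uncertain. No share of cells with a UMI is given for Ccl21a. Whether its rises in CorLEC-like, FDC-like and fLEC-like cells are free RNA is thus open.

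Other niche factors that reticular cells make for lymphocytes fell together in MRC-like cells. Of 16 homeostatic chemokines and niche factors measured, 8 were lower and 1 higher (9 and 1 when adjusted over the list alone, median log2 fold change -0.41, camera adjusted p = 8.3e-05). The dendritic cell growth factor gene Flt3l (-1.21), the BAFF gene Tnfsf13b (-0.89), Cxcl12 (-0.89) and the stem cell factor gene Kitl (-0.82) were lower. In PRC-like cells 4 of 10 such genes were lower and none higher (5 lower and 1 higher when adjusted over the list alone, camera adjusted p = 3.6e-04), with Cxcl12 (-1.67) and Kitl (-1.08) at the smallest p. In fLEC-like cells 4 of 13 were lower and 2 higher, and the list did not pass the test.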

While we do not observe dysregulation of these FRC-associated chemokines, re-clustering and differential analysis of the fLEC population did in fact reveal engagement of pathways related to leukocyte migration ( Figure 2E, F). In particular, we observed dramatic increases in the inflammation-associated chemokines *cxcl9*, *cxcl10* and *ccl20* ( Figure 2F). These changes were exclusively depicted within the fLEC population, suggesting specific chemoattraction of cell types expressing the corresponding cognate receptors to the SCS. 

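In fLEC-like cells of the live-tumor draining node, inflammatory chemokine genes rose as a list, while genes of NF-kB signaling moved both ways. Of 12 inflammatory chemokines measured, 5 were higher and 1 lower (6 and 2 when adjusted over the list alone, median log2 fold change 0.83, camera adjusted p = 2.9e-07). Besides Cxcl9, Cxcl10 and Ccl20, Cxcl16, which encodes a membrane-bound ligand of CXCR6, was higher (1.26, adjusted p = 3.0e-13), and the neutrophil chemokine gene Cxcl1 was lower (-0.97). Of 18 genes of NF-kB signaling and acute inflammation, 7 were higher and 4 lower (median log2 fold change 0.08, camera adjusted p = 0.0043, and adjusted p = 0.12 with an estimated correlation). Among those with the smallest p are Sod2 (1.59), Tnfaip2 (1.82) and Vcam1 (1.01), which encodes an adhesion molecule for leukocytes. The gap junction gene Gja4 rose from 47.7 ± 7.22 to 309 ± 16.8 CPM (SD, n = 3, log2 fold change 2.69, adjusted p = 1.5e-19), and the fibronectin gene Fn1 from 229 ± 30.1 to 1025 ± 72.2 CPM (2.17, standard error 0.11). No share of cells with a UMI is given for Fn1. As fibroblast markers rose in fLEC-like cells too, free RNA is open for it.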

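Cxcl9 and Cxcl10, which encode ligands of CXCR3, and Ccl20, which encodes the ligand of CCR6, lay among the most strongly raised genes of fLEC-like cells in the live-tumor draining node. Cxcl9 (ENSMUSG00000029417.9, chromosome 5 from 92321347 to 92328079) rose from 60.3 ± 49.96 CPM in non-draining to 4577 ± 190.2 CPM in draining nodes (SD, n = 3, log2 fold change 6.39, standard error 0.28, adjusted p = 5.3e-18). Cxcl10 (ENSMUSG00000034855.13, chromosome 5 from 92346638 to 92348889) rose from 99.5 ± 10.7 to 2102 ± 157 CPM (4.38, standard error 0.19, adjusted p = 4.2e-18). Ccl20 (ENSMUSG00000026166.14, chromosome 1 from 83116766 to 83119167) rose from 566 ± 104 to 7082 ± 634 CPM (3.65, standard error 0.14, adjusted p = 6.8e-19). With fixed cells, Ccl20 also rose, by less (1.19, standard error 0.14, adjusted p = 4.7e-06), while Cxcl9 (1.76, standard error 0.55, adjusted p = 0.31) and Cxcl10 (-0.01) did not pass the test. The draining effect was larger with live than with fixed cells for Cxcl9 (log2 difference 4.64, adjusted p = 3.3e-04), Cxcl10 (4.39, adjusted p = 2e-11) and Ccl20 (2.46, adjusted p = 5.5e-11).

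**Figure D4:**
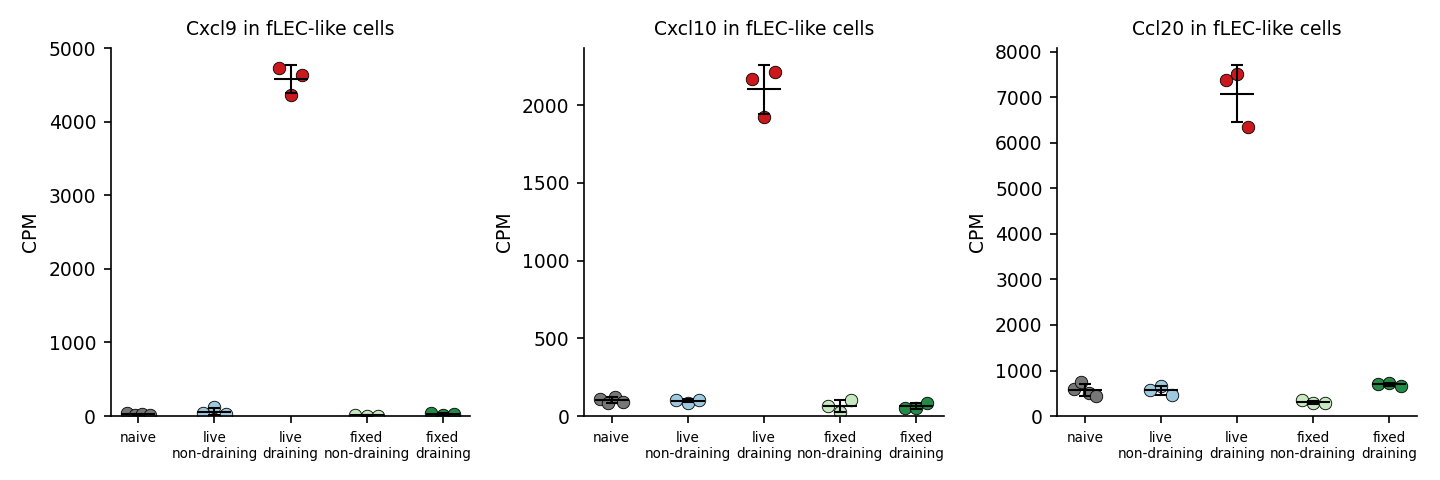
CPM of Cxcl9, Cxcl10 and Ccl20 in fLEC-like cells (y axes) in the 5 groups of nodes (x axis); points are libraries, and lines and bars the mean and SD. The live draining libraries average 4577 CPM of Cxcl9, 2102 of Cxcl10 and 7082 of Ccl20.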

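The rise of Cxcl9 and Cxcl10 was greatest in level in fLEC-like cells, and MedLEC-like cells, which line the medullary sinuses, held the next highest levels among LECs. In MedLEC-like cells Cxcl9 rose from 113 ± 79.9 to 1118 ± 270 CPM (SD, n = 3, log2 fold change 3.08, standard error 0.69, adjusted p = 0.003), and Cxcl10 stood at 755 ± 741 and 1718 ± 439 CPM (1.28, adjusted p = 0.058). The compared MedLEC-like cells are made up differently, since cluster 18, with Rsad2, Cxcl10 and Ifit1 among its leading genes, held 23.8% of them in live draining and 8.70% in live non-draining nodes, and cluster 16 held 29.5% and 50.4%. Cxcl9 fell in TRC-like cells, from 1062 ± 294 to 399 ± 105 CPM (-1.40, standard error 0.15, adjusted p = 1.8e-08). TRC-like cells are made up differently as well, since cluster 7, with Cxcl9 and Cxcl10 among its leading genes, held 25.2% of them in live draining and 34.0% in live non-draining nodes. In cLEC-like cells Cxcl9 rose from 1.91 ± 1.66 to 34.2 ± 29.1 CPM (3.88, adjusted p = 7.8e-05), and in MRC-like cells Cxcl10 rose from 16.1 ± 23.5 to 34.6 ± 7.96 CPM (1.42, adjusted p = 0.013). In PRC-like cells Cxcl9 was higher (3.50, standard error 0.94, adjusted p = 0.016). That call was lost without live draining replicate A (adjusted p = 0.082) or live non-draining replicate C (adjusted p = 0.096) or B (adjusted p = 0.050), and the value was -1.56 in the clustering without responsive genes. Ccl20 was higher in MRC-like cells (3.94, adjusted p = 9.8e-07), at 28.6 ± 4.97 against 1.60 ± 1.51 CPM. It was also higher in MedLEC-like cells (adjusted p = 2.3e-07), with 444 UMIs against 3 UMIs and a ratio of 44.2 between the rates (95% counting interval 15.0 to 215), and in TRC-like cells (adjusted p = 6.5e-09), with 211 UMIs against 1 UMI and a ratio of 86.0 (15.3 to 3414).

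To compare cells of unequal depth, each cell was thinned to 2000 UMIs and shallower cells were left out. A UMI of Cxcl9 was then found in 57.3% ± 3.05 of fLEC-like, 34.3% of MedLEC-like and 3.56% of cLEC-like cells of live draining nodes, and in 7.97% of B cells, which should lack it. For Cxcl10 these shares were 54.4% ± 1.09 in fLEC-like and 41.8% in MedLEC-like cells, and 3.75% in B cells. The median depth was 12901.5 UMIs in fLEC-like cells and 1019 UMIs in B cells, of which 1716 of 2469 were left out. Without thinning, the Cxcl9 share was 72.3% in fLEC-like, 54.8% in MedLEC-like, 13.9% in cLEC-like and 12.8% in B cells. Thinning dilutes free RNA more in deeper cells, so unthinned cells of 2000 to under 4000 UMIs were compared as well, a choice made after seeing the data. A UMI of Cxcl9 was found there in 13.1% of cLEC-like and 16.4% of PRC-like cells against 14.5% of B cells (Fisher p = 0.78 and 0.70), and one of Cxcl10 in 5.93% of MRC-like cells against 5.42% (Fisher p = 0.82). For Ccl20 it was 16.1% of MRC-like cells and 15 of 94 TRC-like cells against 17.5% of B cells (Fisher p = 0.78 and 0.88). These values are not told apart from free RNA.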

Interestingly, the Ccl20/Ccr6 axis has been well explored in the context of metastatic colorectal cancer, wherein CCr6-expressing cancer cells are recruited to the liver by Ccl20-expressing periportal stromal cells. ^66^ Expression of Ccl20 by floor LECs in the tdLN may be similarly utilized by migrating cancer cells in lymphatics. 

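Ccl20 was nearly confined in level to floor LECs, with cLEC-like cells at 33.6 ± 2.34 CPM in live draining and 0.970 ± 1.00 CPM in live non-draining nodes (SD, n = 3). These are 332 UMIs and 3 UMIs, a ratio of 45.1 between the rates (95% counting interval 15.3 to 220.0). Both the rise (adjusted p = 5.5e-10) and its difference from the effect of fixed cells (adjusted p = 0.017) passed the test. The fraction of UMIs that are Ccl20 in cLEC-like cells came to 0.515% of that in fLEC-like cells of the same nodes. Of cells thinned to 2000 UMIs, 79.1% ± 1.22 of fLEC-like and 7.15% ± 0.619 of cLEC-like cells of live draining nodes held a UMI of Ccl20, and 19.3% and 0.822% in live non-draining nodes. B cells of the live draining nodes, which should lack the gene, held one in 10.9% ± 3.00. Shares of like size were found in MRC-like (7.32% ± 1.44), MedRC-like (8.63% ± 2.01), TRC-like (5.13% ± 0.834) and CorLEC-like cells (7.09%), while MedLEC-like cells stood higher, at 18.6% ± 5.78. Without thinning, which dilutes free RNA more in deeper cells, the shares in live draining nodes were 86.6% in fLEC-like, 25.9% in cLEC-like and 17.2% in B cells. Among unthinned cells of 2000 to under 4000 UMIs, a choice made after seeing the data, they were 69.2% in fLEC-like, 20.9% in cLEC-like and 17.5% in B cells, and the share of cLEC-like cells is not told apart from free RNA (Fisher p = 0.38). The median depth was 12901.5 UMIs in fLEC-like cells, 1019 in B cells and 9322 in the 979 cLEC-like cells, 47 of which were left out as shallower. The compared cLEC-like cells come from different clusters, since clusters 0 and 4 held 38.1% and 27.6% of them in live draining nodes and clusters 2 and 5 held 33.8% and 25.2% in live non-draining nodes.

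**Figure D5:**
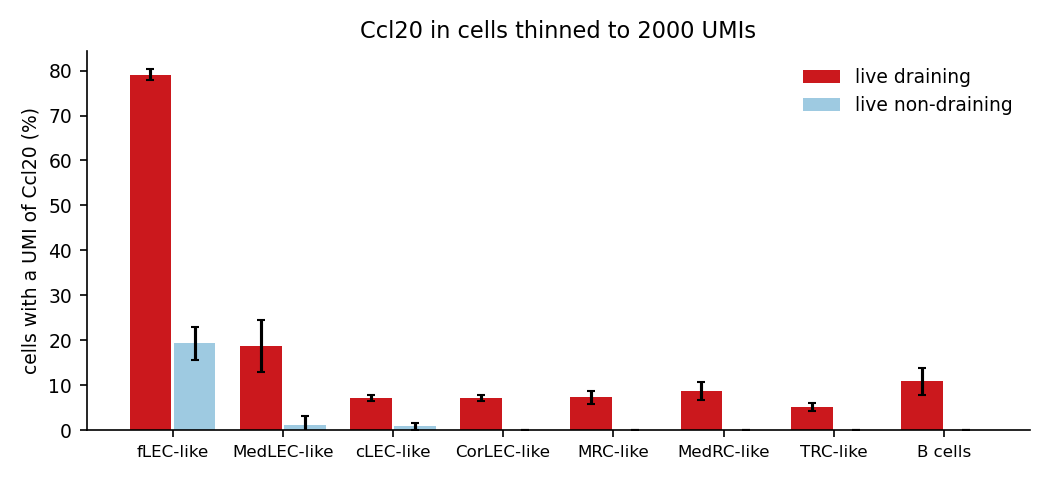
Percent of cells, each thinned to 2000 UMIs, with a UMI of Ccl20 (y axis) in the classes of cells (x axis) of live draining and live non-draining nodes; bars are means of 3 libraries and error bars SD. The live draining bar is 79.1% in fLEC-like cells, 7.15% in cLEC-like cells and 10.9% in B cells.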

Critically, Ccl20 is absent on neighboring ceiling LECs, allowing the formation of a differential gradient of chemokine across the LN SCS. An analogous chemotactic gradient of Ccl21 across the SCS has been experimentally demonstrated as critical for the recruitment of migrating dendritic cells into the LN. ^67^

By contrast, Cxcl9 and Cxcl10 are interferon induced chemokines that are most well described in the recruitment and activation of antigen experienced, Cxcr3-expressing T and NK cells. ^68^^,^^69^ Expression of these chemokines is therefore consistent with the broader interferon response signature exhibited by fLECs of the tdLN ( Figure 2E). 

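Genes induced by interferons rose nearly throughout in fLEC-like cells of the live-tumor draining node. Of 43 genes of the type I interferon response, 42 were higher and none lower (median log2 fold change 1.63, camera adjusted p = 7.9e-60), and of 33 genes of the interferon gamma response 32 were higher and none lower (33 higher when adjusted over the list alone, median 1.45, camera adjusted p = 4.3e-60). Irf7, which encodes a transcription factor of the type I response, rose from 47.3 ± 14.3 to 319 ± 7.89 CPM (SD, n = 3, log2 fold change 2.82, standard error 0.14, adjusted p = 2.6e-16). Ifitm3, which encodes an antiviral membrane protein, rose from 2144 ± 314 to 5860 ± 266 CPM (1.45). Ifit2 (3.89), Ifi27l2a (3.56), Slfn2 (2.51) and the nucleic acid sensor gene Zbp1 (2.38) rose in the type I list, and the GTPase genes Gbp2 (3.08) and Gbp4 (2.60) in the interferon gamma list. Of 16 genes of MHC class I presentation, 12 were higher and none lower (14 higher when adjusted over the list alone, camera adjusted p = 2.4e-10), among them the peptide transporter gene Tap1 (1.20), H2-T22 (0.93) and the immunoproteasome genes Psmb8 (0.91) and Psmb9 (0.70). All 7 genes of MHC class II presentation were higher (camera adjusted p = 0.0085, and adjusted p = 0.12 with an estimated correlation), such as H2-DMa (1.52), H2-Aa (0.78) and Cd74 (0.47). The leukocyte gene Ptprc was found in a share of 0.141 of the cells of fLEC-like cluster 8, which holds most of the live draining cells. In the other fLEC-like clusters that share was 0.042 to 0.076. Whether RNA of immune cells adds to the rise of class II genes was not tested. The draining effect was larger with live than with fixed cells for 36 genes of the type I list (median log2 difference 1.51) and for 29 of the interferon gamma list (1.41), and smaller for none. All 7 fLEC genes that the study labels rose, a list chosen on these samples and so not independent evidence.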

In the context of cancer, these chemokines are notable for their role in recruitment of tumor-infiltrating lymphocytes and are thought to be important for driving immunologically “hot” tumor phenotypes. ^70^ Expression of Cxcl9 and Cxcl10 within the LN is additionally known to support positioning of memory T cells to the interfollicular region and is critically important for antiviral immune responses. ^71^^,^^72^ Cumulatively, these observations may implicate expression of Cxcl9/Cxcl10 by fLECs as a beneficial means to direct antigen responsive immune cells to site of future metastatic engraftment. On the other hand, Cxcr3 may also be expressed by migrating cancer cells, and the Cxcl9/Cxcl10/Cxcr3 signaling axis has in fact been implicated in the growth and metastasis of tumors to various organs, including the LN. ^73^^–^^76^ Thus, it remains unclear whether increased expression of these chemokines in the premetastatic LN favor metastasis engraftment or anti-tumor immunity.

### Stromal expression of *il-33* is increased in the pre-metastatic niche

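MRC-like and fLEC-like cells shared more changed genes in the live-tumor draining node than independent lists would. Of 10315 genes tested in both, 627 were higher in both classes (190 by chance) and 339 lower in both (128 by chance), and 98 changed in opposite directions. Part of that excess can come from the shared mice, since both classes come from the same nodes. Whether RNA of other cells adds to the excess was not tested. All 23 transcripts of the study's dot plot were higher in MRC-like cells (camera adjusted p = 2e-38), and 22 in fLEC-like cells (camera adjusted p = 5.5e-58), a list chosen on these samples and so not independent evidence. The exception in fLEC-like cells was the mitochondrially encoded ATP synthase gene mt-Atp6 (log2 fold change 0.27, adjusted p = 0.41). Gja4, which encodes a gap junction protein, rose by 0.59 in MRC-like cells, and the gene of the secreted protein Sparc by 0.86 in fLEC-like cells. No share of cells with a UMI is given for Sparc, so free RNA is open for it.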

While MRCs and fLECs exhibited unique subset-specific responses in the tdLN, we also noted a handful of upregulated transcriptional elements common across both populations ( Figure 2G). 

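Between the nodes of mice given fixed cells, none of the 35 genes that the study names for MRCs passed the test in MRC-like cells, and of the 29 it names for fLECs only Ccl20 did in fLEC-like cells. Of the 23 dot plot transcripts, the draining effect was larger with live than with fixed cells for 15 in MRC-like cells (22 when adjusted over the list alone, camera adjusted p = 4.2e-34) and for 22 in fLEC-like cells (23 when adjusted over the list alone). In MRC-like cells the difference did not pass the test for the remaining 8, among them Il33 (adjusted p = 0.12), Ifitm3 (adjusted p = 0.055), Srgn (adjusted p = 0.063), Manf (adjusted p = 0.081) and Gapdh (adjusted p = 0.11). As the study chose these transcripts on these samples, their counts are not independent evidence.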

Importantly, upregulation of each was observed only in the draining LN of mice bearing live tumors but did not occur in the LNs of mice inoculated with fixed tumor cells ( Figure 2G). As such, we believe these genes to be uniquely induced in response to tumor-derived signals.

Exposure to factors produced by an upstream tumor may elicit responses that skew immune education, and thus in this context, the striking increase in *il-33* transcript – a cytokine with numerous immunological effects that are both context and cell-type specific - was particularly intriguing. ^77^ Notably, IL-33 is a known driver of ST2+ T-reg expansion and may have an important role in the induction of Treg-mediated tolerance. ^78^^–^^81^ In the context of cancer metastasis, ST2-expressing Tregs have been shown to support tumor development, and *in vivo* inhibition of IL-33 signaling has been shown to disrupt formation of metastases in mouse models. ^78^ Additionally, elevated IL-33 expression has been described in fibroblasts of lung metastases, wherein signaling is thought to contribute to a supportive niche through skewing immunity towards a Th2 response. ^82^ Tumor-induced IL33 expression across stromal subsets in the LN SCS may therefore have important implications for suppression of anti-tumor responses. 

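Il33 (ENSMUSG00000024810.16, chromosome 19 from 29925114 to 29960718) rose in MRC-like cells from 342 ± 38.8 CPM in live non-draining to 656 ± 33.2 CPM in live draining nodes (SD, n = 3, log2 fold change 0.95, standard error 0.11, adjusted p = 6.5e-08). In fLEC-like cells it rose from 354 ± 42.3 to 641 ± 35.9 CPM (0.85, standard error 0.09, adjusted p = 3.4e-09). With fixed cells it stood at 407 ± 50.1 CPM in draining and 291 ± 20.9 CPM in non-draining nodes in MRC-like cells (0.49, standard error 0.13, adjusted p = 0.44), and its log2 fold change in fLEC-like cells was 0.10 (adjusted p = 0.88). The difference between these effects passed the test in fLEC-like (0.76, adjusted p = 6.1e-05) and not in MRC-like cells (0.45). The rise reached other classes too: MedLEC-like cells held the highest level, 1229.8 ± 164 against 459 ± 86.3 CPM (1.40, standard error 0.14, adjusted p = 6.1e-08), followed by MedRC-like cells, 970 ± 36.0 against 439 ± 48.2 CPM (1.14, standard error 0.12, adjusted p = 1.8e-08). In cLEC-like cells it rose from 10.8 ± 3.96 to 62.8 ± 5.36 CPM (2.57, standard error 0.19, adjusted p = 1.5e-11), and it did not pass the test in TRC-like cells (0.16, adjusted p = 0.18). Of cells thinned to 2000 UMIs, 58.8% ± 0.0704 of MRC-like cells of live draining nodes held a UMI of Il33 and 43.5% ± 1.76 in live non-draining nodes, beside 4.09% and 0.23% of B cells, which should lack it (83.6% of MRC-like cells of live draining nodes without thinning). The median depth was 11065.5 UMIs in MRC-like cells of live draining and 8653 in those of live non-draining nodes, and 1019 in B cells of live draining nodes.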

Along these lines, recent reports have indeed suggested that metastatic spread to the LN can elicit immunological tolerance through the preferential induction of antigen-specific Tregs. ^83^ The functional consequence of this redirected immune response is thus believed to be favorable for subsequent metastatic outgrowth in distant organs.

By contrast, it is also notable that, under infectious conditions, IL33 secretion by LN fibroblasts has been shown to be a stress response program critical for CD8 T cell immunity. ^84^^,^^85^ It is thus possible that IL33 upregulation in tdLNs may alternatively engage both anti-tumor immunity or immune suppressive elements, the balance of which may be a critical determinant of tumor progression and metastatic spread.

Interestingly, a recent report has also implicated IL-33 signaling as a driver of fibroblast-to-CAF differentiation in oral squamous cell carcinoma. ^86^ In this context, IL-33 was found to be upregulated and stabilized by signaling from a novel lncRNA (termed Lnc-CAF), which resulted in acquisition of an activated CAF phenotype and subsequently supported tumor growth. Critically, Lnc-CAF was found to be distributed via tumor cell-derived exosomes, offering a plausible means by which this pathway might mediate preconditioning of LN stroma. Cumulatively, these studies suggest that IL-33 may function not only as a modulator of immunity in the metastatic microenvironment, but as a driving factor in the stromal acquisition of CAF-like features and niche formation.

### Metabolic reprogramming in LN stroma

The upregulation of lactate dehydrogenase ( *ldha*) and pyruvate kinase M1/2 ( *pkm*) transcript was likewise common across both MRCs and fLECs ( Figure 2G). This is particularly noteworthy within the context of niche formation and metastasis, as both these genes encode metabolic enzymes associated with the switch to aerobic glycolysis and have long been associated with metabolic adaptation in cancer cells. ^87^^,^^88^ Preferential utilization of aerobic glycolysis, even in the presence of sufficient oxygen, is termed the Warburg Effect, and is characteristic of cancer cell metabolism. ^89^ Despite several decades of research, a full functional account of this metabolic preference remains incompletely understood. 

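Ldha (ENSMUSG00000063229.15, chromosome 7 from 46841475 to 46855627) rose in MRC-like cells from 160 ± 46.5 CPM in live non-draining to 413 ± 30.8 CPM in live draining nodes (SD, n = 3, log2 fold change 1.32, standard error 0.13, adjusted p = 2.2e-09). In fLEC-like cells it rose from 108 ± 29.8 to 295 ± 4.33 CPM (1.39, standard error 0.11, adjusted p = 6.7e-12). Pkm (ENSMUSG00000032294.16, chromosome 9 from 59656368 to 59679375) rose from 138 ± 13.1 to 238.003 ± 21.9 CPM in MRC-like (0.78, standard error 0.10, adjusted p = 1e-06) and from 161 ± 22.6 to 405 ± 22.8 CPM in fLEC-like cells (1.30, standard error 0.09, adjusted p = 5.3e-13). With fixed cells, the log2 fold change of Ldha was -0.09 in MRC-like (adjusted p = 0.98) and 0.13 in fLEC-like cells (adjusted p = 0.88), and that of Pkm -0.05 and 0.13. The difference between live and fixed effects passed the test for Ldha in MRC-like (1.41, adjusted p = 4e-05) and fLEC-like cells (1.26, adjusted p = 1.5e-06) and for Pkm in both (0.83, adjusted p = 0.0018, and 1.18, adjusted p = 1.5e-07). Of 19 glycolysis genes measured in MRC-like cells, 9 were higher and none lower (10 higher when adjusted over the list alone, median log2 fold change 0.37, camera adjusted p = 3.4e-05), with Tpi1 (0.62) and Pgam1 (0.57) beside Ldha and Pkm at the smallest p. In fLEC-like cells 15 of 18 were higher and none lower, the same when adjusted over the list alone (median 1.06, camera adjusted p = 8.9e-14), among them Gapdh (1.54) and Tpi1 (1.41). Genes of oxidative phosphorylation were higher as well in fLEC-like cells, 37 of 45 with none lower (40 higher when adjusted over the list alone, camera adjusted p = 1.7e-09, and adjusted p = 0.24 with an estimated correlation), such as Atp5g1 (0.75), Uqcr10 (0.67), Cox5a (0.65) and Uqcrq (0.64).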

However, disruption of this process by targeting of LDHA drives beneficial anti-tumor effects. ^90^^–^^93^

Notably, Riedel *et al.* recently demonstrated that inhibition of LDHA could reverse tumor-directed FRC activation phenotypes, suggesting a putative metabolic switch in stroma that may be similar to that of cancer cells. ^24^ The authors proposed a model wherein elevated levels of lactate produced in the primary tumor drains to the sentinel lymph node, modulating FRC function and conditioning the pre-metastatic niche. Supportive of this hypothesis, they observed higher expression of LDHA near lymphatic vessels of the primary tumor, and elevated levels of lactate in the draining LN. By contrast, our data suggest that *ldha* is in fact intrinsically upregulated in both MRCs and fLECs as well, potentially further contributing to the regional build-up of lactate.

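Ldha, the gene of the lactate dehydrogenase A subunit, was higher in the live-tumor draining node in most other stromal classes as well. Its log2 fold change was 0.93 in PRC-like (adjusted p = 5.8e-04), 0.84 in MedRC-like (adjusted p = 4.3e-07), 0.60 in TRC-like (adjusted p = 2.5e-05), 1.53 in ActSC-like (adjusted p = 2.2e-04) and 1.00 in FDC-like cells (adjusted p = 0.041). Among LECs it was 0.89 in cLEC-like (adjusted p = 2.1e-09) and 0.65 in MedLEC-like cells (adjusted p = 0.028), and 0.58 (adjusted p = 0.13) in CorLEC-like cells, where it did not pass the test. The draining effect on Ldha was larger with live than with fixed cells in cLEC-like (adjusted p = 1e-06), MedRC-like (adjusted p = 3.6e-04) and PRC-like cells (adjusted p = 0.0056). Pkm, by contrast, passed the test outside MRC-like and fLEC-like cells in cLEC-like (0.32, adjusted p = 0.0038) and MedLEC-like cells (0.50, adjusted p = 0.034), and not in PRC-like (0.26, adjusted p = 0.41), TRC-like (0.11, adjusted p = 0.47) or MedRC-like cells (0.27, adjusted p = 0.16).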

Whether this response is secondary to the drainage of lactate from the primary tumor, or rather a response to other yet unidentified signals, remains unknown. However, a recent demonstration that CAFs from the primary tumor can in fact impart Warburg-like metabolism via exosomal transfer of metabolites offers an intriguing alternative whereby CAF-derived exosomes passing through lymphatic drainage may likewise contribute to induction of metabolic preconditioning at the site of future LN metastasis. ^94^ Nevertheless, both the means by which *ldha* and *pkm* are upregulated and the metabolic and functional consequences of these alterations bear further exploration.

### Caveats and study limitations

This study aims at characterizing transcriptomic changes to the lymph node stroma resulting from tumor-derived signals. In many instances, the nature of stromal alterations highlighted in this paper aligns well with previously proposed microenvironmental dependencies for tumor growth and metastasis, and for this reason we contextualize these changes as “pre-metastatic”. However, functional validation of these changes, particularly as they relate to metastatic potential of the tumor, necessitates further exploration. Importantly, such efforts are likely to require the use of models for which lymph node metastasis reliably takes place with relatively predictable kinetics.

Notably, MC38 tumors grown subcutaneously do not readily metastasize (at least within the timeframe at which the primary tumor remains within ethical growth limits), and overt metastatic growth was not observed in any of the LNs we analyzed at time of harvest. ^95^ Interestingly, putative cancer cells, identified on the basis of CD45-,PDPN-,CD31-,PD-L1+ staining pattern, were found by flow cytometric analysis within the live TdLN at the time of collection (Supplementary Figure 3). However, these cells were very few and may either represent migrating cancer cells shed from the primary tumor or the initial establishment of micrometastases. Additionally, this population may not be exclusively comprised of tumor cells, as we cannot rule out the possibility of PDPN-CD31-stromal cells upregulating PD-L1 in response to activation. Nevertheless, we feel these data support the conclusion that there is little to no metastatic growth within the LN at the time of analysis.

Additionally, we provide comparative analysis against LN stroma following antigenic challenge with fixed cancer cells, with the intent of allowing us to discern potential changes that relate to factors actively produced by tumors from generalized inflammatory response programs. An important limitation to this approach, however, is that antigenic challenge with fixed tumor cells may not fully recapitulate quantitative or qualitative changes related to the overall antigen burden present in the context of a live tumor due to time-dependent growth or maturation. As such, we must also consider the possibility that some of the tumor-induced changes identified in this analysis may relate to the amount of antigen exposure.

Finally, we note that stromal cell subset identification within our dataset was informed by previously described markers across lymph node stromal cell populations. However, within the context of a tumor-draining lymph node, wherein stromal activation or remodeling may occur, we cannot rule out the possibility that key markers used for subset identification may be modulated.

Overall, while we believe the transcriptional profiles characterized herein serve as a valuable resource for identifying potential pathways involved in tumor metastasis to the LN, we caution that the aforementioned limitations be carefully considered.

## Concluding remarks

Metastatic progression is the greatest cause of mortality across most cancer indications, and thus developing new means of clinical intervention in this process is clearly of paramount importance. We believe the findings discussed herein provide an important resource for understanding the early impact of cancer-associated signals on metastatic niche formation. Additionally, we provide comparative analysis against LN stroma following antigenic challenge with fixed cancer cells, allowing us to discern changes that relate to factors actively produced by tumors from generalized inflammatory response programs. Transcriptomic changes discussed herein thus represent tumor-specific responses that may prove to be attractive targets for preventative or therapeutic intervention. However, further experimental exploration will be required to establish causal relationships between these transcriptional changes and metastatic success rate. Additionally, the specific identity of secreted factors driving LN preconditioning are not explored in this study - though paired analyses of primary tumors and tdLN might prove informative in this regard. Ultimately, we suggest that continued exploration along these lines may critically enable the identification of novel pressure points against which transformative therapeutic or preventative intervention may be directed.

## Accession numbers

Gene Expression Omnibus at NCBI: Tumor-driven stromal reprogramming in the pre-metastatic lymph node [Mus musculus (house mouse)]. Accession number GSE248905; http://identifiers.org/geo:GSE248905

## Data Availability

Open Science Framework: Underlying data for ‘Tumor-driven stromal reprogramming in the pre-metastatic lymph node’, https://www.doi.org/10.17605/OSF.IO/WDV3H. ^28^ This project contains the following underlying data:
• Data File: Tumor dLN_A1_A01.fcs • Data File: Tumor dLN_A2_A02.fcs • Data File: Tumor dLN_A3_A03.fcs • Data File: Tumor dLN_A4_A04.fcs • Data File: Tumor dLN_A5_A05.fcs • Data File: Tumor NdLN_B1_B01.fcs • Data File: Tumor NdLN_B2_B02.fcs • Data File: Tumor NdLN_B3_B03.fcs • Data File: Tumor NdLN_B4_B04.fcs • Data File: Tumor NdLN_B5_B05.fcs • Data File: Killed dLN_C1_C01.fcs • Data File: Killed dLN_C2_C02.fcs • Data File: Killed dLN_C3_C03.fcs • Data File: Killed dLN_C4_C04.fcs • Data File: Killed dLN_C5_C05.fcs • Data File: Killed NdLN_D1_D01.fcs • Data File: Killed NdLN_D2_D02.fcs • Data File: Killed NdLN_D3_D03.fcs • Data File: Killed NdLN_D4_D04.fcs • Data File: Killed NdLN_D5_D05.fcs • Mouse FCS data key.xlsArrive Author Checklist.pdf Open Science Framework: Extended data for ‘Tumor-driven stromal reprogramming in the pre-metastatic lymph node’, https://doi.org/10.17605/OSF.IO/ZYCQP. ^96^ This project contains the following extended data:
• Supplementary figure 1. (Dotplot displaying relative expression of marker genes across fibroblast and endothelial subclusters.) • Supplementary figure 2. (UMAP projections for fibroblast and endothelial subclusters, divided by treatment condition.) • Supplementary figure 3. (Flow cytometry quantification of putative cancer cells.) • Supplementary table 1. (Gene expression for 7 fibroblastic stromal cell clusters depicted in Figure 1B.) • Supplementary table 2. (Gene expression for 4 endothelial stromal cell clusters depicted in Figure 1E.) • Supplementary table 3. (Full DEG lists for MRC, BRC, PRC and fLEC subsets in the live tumor dLN vs ndLN, depicted in figure 2b,d,f.) • Supplementary figure legends. (figure legends for each supplementary figure and table.) Open Science Framework: ARRIVE checklist for ‘Tumor-driven stromal reprogramming in the pre-metastatic lymph node’, https://www.doi.org/10.17605/OSF.IO/WDV3H. ^28^ Data are available under the terms of the Creative Commons Zero “No rights reserved” data waiver (CC0 1.0 Public domain dedication).

How the deposited data were processed for this re-analysis (not part of the article)

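The values used are counts of unique molecular identifiers (UMIs) per gene and barcode, which the authors made with Cell Ranger 3.0.1 on the mm10 reference and deposited without normalization for 16 libraries. These raw counts were read as deposited, and no read was realigned. Of 68741 barcodes, 50386 were kept as cells, namely those with 200 to 6000 detected genes and at most 30% mitochondrial UMIs, the limits of the paper's methods. Genes found in fewer than 5 cells were left out of the clustering. Gene identifiers were matched to their positions on GRCm38 in the gencode vM21 annotation.

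Cells were normalized with SCTransform (sctransform 0.4.2, with the settings of its first version) and clustered in Seurat 5.3.0 under R 4.3.3. This used 2000 variable genes, 20 principal components, Louvain clustering at a resolution of 0.8 and the seed 1448145. All cells were clustered first, and the fibroblastic cells and the LECs were then each clustered again with the same settings. A marker's level in a cluster was scaled to its highest cluster, and the cluster took the class with the highest mean over its markers. This scoring was settled after the clusters had been seen. It lowers the BRC score by 0.5 of the mean of Cr2, Madcam1 and Tnfsf11 and the MedRC score by 0.25 of Bst1. A cluster stayed unnamed when markers of another lineage were found in at least 30% of its cells, when at least 3 of its 10 leading genes were mitochondrial, when under 3 markers of its class were detected, when its cells were shallow, or when its 10 leading genes held more markers of another class than of its own. In the alternative clusterings, a cluster took the class that held at least 50% of its cells in the clustering described above. Doublets were scored with scrublet in scanpy 1.11.5 (Python 3.11.15) at an expected rate of 0.06. They stayed in, except in 1 alternative.

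UMIs were summed per library and class where at least 10 cells were present. The sums were tested with edgeR 4.0.16, using TMM normalization, filterByExpr, a quasi-likelihood fit over all 16 libraries and Benjamini-Hochberg adjustment, with genes called at an adjusted p under 0.05. Shares of classes were tested with edgeR on cell numbers and with an exact permutation test. Gene lists were tested with camera and fry of limma 3.58.1. For camera the correlation was preset at 0.01, or estimated.

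The named genes follow a rule set in advance. They are every gene that the study names for a subset, the 8 largest rises and the 8 largest falls among called genes with a mean log2 CPM of at least 5 and no overlap between the nodes, and up to 4 members of each list with the smallest p. A gene outside this rule is said to have been chosen after its values were seen. For the share of cells with a UMI of a gene, each cell was thinned to 2000 UMIs and shallower cells were left out. Cxcl13 was added to this test after its values were seen.

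The alternatives were a natural log fold change over 0.25, DESeq2 1.42.0 in place of edgeR, no filter on low counts, replicate letters as blocks, only the 12 libraries of inoculated mice, at most 50 cells per library and class, and each library left out in turn. Others were LogNormalize in place of SCTransform, a clustering without the genes that respond at an unadjusted p under 0.01, doublets left out, and at most 10% mitochondrial UMIs. The clustering without responsive genes left out 6935 genes. If class markers are among them, it is not a neutral check of the shares. A further 6 were added after the data had been seen. They include MRC-like cells without the Ch25h-high cluster and fLEC-like cells with the Clec4g-led cluster. For the share of the Ch25h-high cluster, the cluster with Ch25h among its leading genes in the clustering without responsive genes was taken. The rest were unthinned cells of 2000 to under 4000 UMIs, and the same number of cells, or of cells and UMIs, from every library in 20 draws. For shares, limma on logit shares was also run, and for the share of cells with a UMI, cells not thinned.

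The tests were first run on simulated counts with the means, spreads and library sizes of MRC-like, PRC-like and fLEC-like cells, in which 200 genes were changed. Of 4-fold changes, edgeR recovered 92.4%, 87.9% and 98.5% between the live nodes and 83.3%, 48.5% and 92.4% between the fixed nodes. Unchanged genes made up 2% to 6.67% of those called. Figures were drawn with matplotlib 3.10.9.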

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

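Of the tests in this part, the one of free RNA for Ccl20 was set out before its result was seen, and the other tests of explanations were chosen only after it, as was the choice of patterns.

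The draining effect differed between live and fixed cells for 527 genes in MRC-like, 154 in PRC-like and 1778 in fLEC-like cells, a difference between 2 groups by an interaction test. In the fixed nodes edgeR called 1 gene in MRC-like cells, while 602 had an unadjusted p under 0.05 and DESeq2 called 3. Fewer cells in the fixed nodes are argued against as the whole cause. With 32 cells and the same number of UMIs from every library, in 20 draws, the live nodes still gave a median of 254 genes (lowest 151). The fixed nodes gave at most 9. Whether the fixed draining library whose code comes from another round plays a part cannot be told. Without that replicate C the fixed nodes gave 0, but from a count of 1. They also gave 0 without fixed draining replicate B or any fixed non-draining replicate. Growth of the live tumor cannot be told from these counts, as the 527 genes restate the pattern. The live and fixed inocula also differ in the round of their library codes, so a difference between rounds in how a draining node responds cannot be told apart from them, although each draining effect is measured within an inoculum.

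UMIs of Ccl20 were more frequent in cLEC-like cells of the live draining node. Floor LECs counted among the ceiling LECs are argued against as the whole cause, since 6.49% (95% interval 4.61 to 8.84) of the 570 cLEC-like cells with no floor marker held a UMI of Ccl20. Free RNA in the droplets remains open, as the share of 7.15% ± 0.619 (SD, n = 3) over thinned cLEC-like cells lies below the 10.9% of B cells from the same libraries. Thinning dilutes free RNA more in deeper cells, and unthinned the share was 25.9% against 17.2%, but among cells of 2000 to under 4000 UMIs it was 20.9% against 17.5% (Fisher p = 0.38). Growth of the live tumor may raise the amount of this RNA in either case, with an adjusted p of 0.017 for the difference between the draining effects of live and fixed cells.

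Immediate early and dissociation stress genes were lower in fLEC-like cells of the live draining node. Handling of the whole cell suspension would lower them alike in all classes, and the median of the list in MRC-like cells lies above that in fLEC-like cells by 1.37 (SD 0.245 between libraries), and by 0.533 in the clustering without responsive genes. The list was lower in other classes as well, with medians of -1.43 in cLEC-like (22 of 25 genes lower), -0.73 in PRC-like, -0.70 in TRC-like and -0.64 in MedRC-like cells, against -0.09 in MRC-like cells, so handling and a response of the cells cannot be told apart. Growth of the live tumor remains a possible explanation, as the list differs between the draining effects of live and fixed cells (camera adjusted p = 5.81e-68).

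Among 100 of the 200 splits of the inoculated libraries into live and fixed, 5 splits gave as many genes as the 527 of MRC-like cells (highest 1417), 6 splits as many as the 1778 of fLEC-like cells (highest 2553) and 1 split, the real one, as many as the 154 of PRC-like cells (highest other 56). For MRC-like and fLEC-like cells chance is thus not excluded by this count. The high counts point to a structure of the samples, since they come from the 11 splits that keep the live draining libraries together, among which the real one is 1 of 11 for PRC-like cells and chance is not excluded either, and the other splits gave at most 1 gene in MRC-like, 17 in fLEC-like and 21 in PRC-like cells. Without fixed non-draining replicate C the count of MRC-like cells was 318, and without fixed non-draining replicate B that of PRC-like cells was 83.

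The difference between the draining effects of live and fixed cells on the share of a class also passed the test, with log2 values of 0.88 for MRC-like, -0.56 for MedRC-like, -0.94 for FDC-like and -2.27 for ActSC-like cells among fibroblastic cells. Among LECs it passed for MedLEC-like (1.03) and CorLEC-like cells (-1.08). In the clustering without responsive genes these were 0.30 (adjusted p = 0.13) for MRC-like, -0.56 (adjusted p = 0.0020) for MedRC-like, -0.66 (adjusted p = 0.097) for FDC-like, 0.38 (adjusted p = 0.51) for MedLEC-like and -0.65 (adjusted p = 0.14) for CorLEC-like cells. With LogNormalize the value of MedLEC-like cells was -1.15 (adjusted p = 0.0021). Shares within a lineage depend on each other, so these values are not separate findings.

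Of the genes that the study names, the draining effect differed between live and fixed cells for 23 of 35 in MRC-like, 6 of 9 in PRC-like and 28 of 29 in fLEC-like cells.

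The study's naive nodes, which its results section does not report on, differ from those of inoculated mice. Naive replicates B to D carry library codes of the round of live replicates A and B. The codes of live replicates C differ from these in their numbers, so the round of those libraries is uncertain. The fixed libraries other than fixed draining replicate C carry codes of another round with naive replicate A. A difference between fixed and naive nodes thus cannot be told apart from one between rounds. Against naive nodes, MRC-like cells changed 3150 genes in live draining, 54 in live non-draining, 56 in fixed draining and 55 in fixed non-draining nodes. In fLEC-like cells these counts were 4664, 38, 89 and 140. The 3 low counts of MRC-like cells moved with single libraries. That of live non-draining nodes was 33 without naive A, 24 without naive D, 26, 29 and 104 without live non-draining replicates A, B and C. That of fixed draining nodes was 35 without naive B and 24 and 28 without fixed draining replicates A and B, and that of fixed non-draining nodes 8 and 36 without fixed non-draining replicates A and B. In fLEC-like cells the counts were 25 and 21 without live non-draining replicates B and C, 57 without fixed draining replicate B, and 69 and 88 without fixed non-draining replicates B and C.

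Each of these counts was set against the 35 splits of its libraries. The real split was the only 1 split with as many genes for MRC-like cells in each of the 4 groups, with highest other counts of 1183, 5, 17 and 3, and chance is excluded by that share. For fLEC-like cells it was the only 1 split in live draining (highest other 2635), fixed draining (45) and fixed non-draining nodes (71). In live non-draining nodes 2 splits gave as many genes as the real one, and the highest, 180, joined naive D to live non-draining replicates B and C, so chance is not excluded there and the samples have a structure beyond their groups. The splits of 1183 and 2635 genes keep the live draining libraries together with 1 naive library.

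Among the naive libraries, Ccl19 in MRC-like cells stood at 1025 CPM in replicate B against a mean of 499.9 CPM in the others, and Tnfsf11 at 553 CPM in replicate A against 500.0. Both lie far from the others by Dixon's test (0.835 and 0.864), which chance passes in about 1 in 20 groups, or 3.75 of the 75 tested.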

How the results depend on the processing

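The alternatives were chosen in advance, except MRC-like cells without the Ch25h-high cluster, fLEC-like cells with the Clec4g-led cluster, the cluster with Ch25h among its leading genes in the clustering without responsive genes, unthinned cells of like depth and the same number of cells, or of cells and UMIs, from every library, which were chosen after seeing the data. BRC gave no value under any setting, since no cluster scored highest for its markers. The cause was not tested for the changes below, apart from fewer cells and fewer libraries, which lower the depth by construction.

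With at most 50 cells per library and subset (all cells where a library had fewer, as in PRC-like cells of fixed non-draining nodes with 12 to 17), the depth fell and so did the counts of changed genes in live nodes, to 578 in MRC-like, 385 in PRC-like and 1482 in fLEC-like cells, and those of the differences between live and fixed effects to 140, 81 and 406. In fixed nodes they were 0 (MRC), 0 (PRC) and 5 (fLEC). With the same number of cells from every library (32, 12 and 107, medians of 20 draws), live counts were 438, 124 and 2816.5, fixed counts 0, 0 and 15 and those of the differences 88, 20 and 1023. With the same number of cells and UMIs they were 254, 98 and 2237 in live nodes, 0, 0 and 17 in fixed nodes and 53, 22 and 823.5 for the differences. Live counts stayed within 1.5 times their value under every other setting with all libraries but these 3, at 1607 to 2759 in MRC-like, 481 to 814 in PRC-like and 3355 to 4159 in fLEC-like cells. Of the called live genes, DESeq2 kept 85.1%, 84.8% and 81.1%, no filter on low counts 86.8%, 82.7% and 88.8%, and the clustering without responsive genes 81.5%, 64.9% and 78.1%.

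The fixed count of MRC-like cells, 1, became 3 with DESeq2, 15 with no filter on low counts, 0 with the replicate block, 0 with only the 12 libraries of inoculated mice, 2 with LogNormalize clustering and 2 in the clustering without responsive genes. That of PRC-like cells, 1, became 46, 66, 7 (block), 3 (LogNormalize) and 0 (without responsive genes), and that of fLEC-like cells, 23, became 94 with no filter, 35 with the block, 14 with LogNormalize and 14 without responsive genes. For the difference between live and fixed effects, the 527 of MRC-like cells became 840 with LogNormalize and 343 without the Ch25h-high cluster, and the 154 of PRC-like cells 247 with no filter on low counts.

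With the replicate letters as a block, 1677 genes changed in MRC-like, 481 in PRC-like and 3917 in fLEC-like cells of live nodes. The residuals of the draining and non-draining libraries of a letter did not go together (correlations of -0.054, 0.123 and 0.183 in MRC-like cells), so the letters were not taken as pairs.

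Without 1 library at a time, live counts ran from 1420 to 1862 in MRC-like, from 424 to 570 in PRC-like and from 3219 to 3853 in fLEC-like cells, and fixed counts from 0 to 1, from 0 to 9 and from 10 to 25. The differences between live and fixed effects ran from 318 to 640, from 83 to 177 and from 1320 to 2051. Live log2 share ratios ran from 0.89 to 0.98 for MRC-like, from 0.31 to 0.64 for PRC-like and from -0.14 to -0.01 for fLEC-like cells, and fixed ones from -0.0831 to 0.23, from 0.18 to 0.45 and from -0.29 to -0.14. Against naive nodes, counts ran from 2330 to 2735, 24 to 104, 24 to 45 and 8 to 73 in MRC-like cells and from 4003 to 4484, 21 to 38, 57 to 95 and 69 to 158 in fLEC-like cells.

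By the exact permutation test, the share ratios of 0.93 (MRC, live), 0.52 (PRC, live) and -0.21 (fLEC, fixed) have p = 0.1, the smallest it can give. The fLEC fixed ratio was -0.15 (adjusted p = 0.24) at most 10% mitochondrial UMIs, and the fLEC live ratio of -0.07 became 0.28 with LogNormalize clustering and -0.19 (adjusted p = 0.020) with the Clec4g-led cluster. The live share ratio of the Ch25h-high cluster, 0.56, was 0.45 to 0.68 under the settings made in advance. In the clustering without responsive genes, it was 0.19 (adjusted p = 0.32) for the cluster with Ch25h among its leading genes. That cluster drew 39.9% of its cells from the Ch25h-high cluster, and a cluster there that drew 43.7% was not tested. Shares changed direction with LogNormalize for TRC-like cells (live 0.31, live minus fixed 0.35) and MedLEC-like cells (live -1.34, live minus fixed -1.15), and without responsive genes for TRC-like (live 0.11) and MedLEC-like cells (fixed 0.00214).

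Of the gene values, 314 of 331 stayed on their side of the test with LogNormalize, 305 of 330 in the clustering without responsive genes, 413 of 439 with DESeq2 and 349 of 417 with 50 cells. Reversals came with LogNormalize for Saa3 in MRC-like cells (-0.20), with 50 cells for Ebna1bp2 in fLEC-like cells (-0.0348), and without the Ch25h-high cluster for Myl9 in MRC-like cells (0.42). In the clustering without responsive genes they were Ccl21a (0.0109), Cxcl1 (-1.15) and Junb (-0.43) in MRC-like and Cxcl9 (-1.56) and Acta2 (-0.31) in PRC-like cells. Without 1 library at a time, H2-Aa in MRC-like cells ran from -0.885 to 0.0296 and H2-Ab1 in the Ch25h-high cluster from -0.94 to 0.0028, both highest without live non-draining replicate A. Of the list medians, those of inflammatory fibroblast genes (0.19) and inflammatory chemokines (0.16) in MRC-like cells reversed their test with 50 cells. Without responsive genes, so did the difference between live and fixed effects for immediate early genes in MRC-like (-1.18) and for the interferon gamma response in PRC-like cells (0.36).

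Depth limits the smallest groups most, as PRC-like cells of fixed non-draining nodes numbered 12 to 17 per library, and edgeR recovered 20.9% of simulated 2-fold changes there.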

Differences from the paper's values

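The settings compared here were fixed before the data were examined, except those said to have been added after seeing the data. The paper's values below were read by eye from its figures. Its methods do not state whether cells or libraries were the replicates of its tests, while libraries are the replicates here. For differential expression its methods give an average log fold change over 0.25 and name no p threshold. The counts here are at an adjusted p under 0.05 with no bound on the fold change, and the paper gives an adjusted p under 0.001 beside that 0.25 for its pathway analysis. The caption of Fig. 2 gives a log2 fold change of 0.5 and an adjusted p of 0.001 as cutoffs for the genes it marks, and no p threshold is named for the counts of Fig. 1. The classes were named again from markers, so a class here may hold other cells than the paper's of that name. In the clustering without responsive genes, for example, the live count of MedLEC-like cells was 245 in place of 901.

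In live nodes, the paper's Fig. 1C shows about 260 genes for MRCs, read by eye, against 2060 here, about 230 for PRCs against 684, about 90 for MedRCs against 860 and about 55 for TRCs against 763. None of the alternatives set in advance came within the paper's values, with ranges of 578 to 2759, 385 to 814, 239 to 1299 and 89 to 867. Of those added after seeing the data, the same number of cells and UMIs from every library gave a median of 254 for MRC-like cells, near the paper's value, and 98 for PRC-like cells. Fig. 1F shows about 310 genes for fLECs, read by eye, against 4120 here (1482 to 4159 over the alternatives) and about 180 for cLECs against 2850 (825 to 2841), with no alternative within reach. It shows about 180 for MedLECs against 901 here (76 to 992 over the alternatives, of which the clustering without responsive genes, 245, came near), and about 60 for CorLECs against 126. For CorLECs the replicate block (83), live draining replicate A left out (83), the clustering without responsive genes (84) and at most 10% mitochondrial UMIs (67) came near, and the other alternatives did not. At a natural log fold change over 0.25 with an adjusted p under 0.001, the live counts here are 581 in MRC-like, 179 in PRC-like, 236 in MedRC-like, 186 in TRC-like, 1763 in fLEC-like, 953 in cLEC-like, 228 in MedLEC-like and 24 in CorLEC-like cells, of which those of PRC-like and MedLEC-like cells lie near the paper's.

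In fixed nodes, the paper's Fig. 1D shows about 130 genes for PRCs, read by eye, against 1 here (0 to 66 over the alternatives, none within reach), and about 20 for MRCs against 1, where no filter on low counts gave 15 and the other alternatives 0 to 3. It shows about 18 for FDCs against 1, where no filter on low counts gave 18 and no other alternative came near. For TRCs it shows about 8 against 1, where the replicate block gave 10, fixed non-draining replicate B left out 9 and the clustering without responsive genes 6, unlike the others. Fig. 1G shows about 24 genes for CorLECs, read by eye, against 3 here, where no filter on low counts gave 33 and no other alternative came near. It shows about 12 for cLECs against 49, with no alternative set in advance within reach (0 to 182), and about 3 for MedLECs against 0, where fixed non-draining replicate B left out and the clustering without responsive genes each gave 2. For MedLEC-like cells edgeR's count of 0 goes with 468 genes at an unadjusted p under 0.05 and with 0 called by DESeq2. For fLECs Fig. 1G shows about 12 against 23, and fixed draining replicates B (13) or C (18) or fixed non-draining replicates B (10) or C (15) left out, LogNormalize (14), the clustering without responsive genes (14) and at most 10% mitochondrial UMIs (16) came near, unlike the other alternatives set in advance. Of those added after seeing the data, the same number of cells (median 15) or of cells and UMIs (median 17) from every library came near too. At a natural log fold change over 0.25 with an adjusted p under 0.001, the fixed counts here are 11 in cLEC-like cells, near the paper's value, 7 in fLEC-like cells and at most 1 in the other classes named.

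For the shares, as log2 ratios of draining over non-draining nodes, the paper's Fig. 1F shows about 0.95 for fLECs in live nodes, read by eye, against -0.0677 here. None of the alternatives set in advance reached it (-0.14 to 0.28), nor did fLEC-like cells with the Clec4g-led cluster. The same figure shows about -0.1 for cLECs against 0.0731 (0.04 to 0.11), about -0.7 for MedLECs against 0.30 (-1.34 to 0.52) and about 0.03 for CorLECs against -0.68 (-0.75 to -0.22), again with no alternative within reach. For MedLECs the LogNormalize value, -1.34, took the paper's sign but lay below its value. In Fig. 1C the paper's value for MedRCs is about -0.8, read by eye, against -0.54 here, and LogNormalize (-0.68), limma on logit shares (-0.68) and live non-draining replicate B left out (-0.62) came near, unlike the others. In fixed nodes, Fig. 1D shows about 0.4 for MRCs, read by eye, against 0.0512. Doublets left out (0.07), at most 10% mitochondrial UMIs (0.15), limma (0.07), the replicate block (0.07) and fixed draining replicate A (0.12) or fixed non-draining replicate B (0.23) left out came within the replicate spread of it, unlike the others. For PRCs it shows about 0 against 0.32, and LogNormalize (0.22), the clustering without responsive genes (0.17) and fixed non-draining replicate A left out (0.18) came near, unlike the others. Fig. 1G shows about 0.07 for fLECs, read by eye, against -0.21 here, with no alternative set in advance within reach (-0.31 to -0.14), and about -0.4 for MedLECs against -0.72. For MedLECs LogNormalize (-0.19), at most 10% mitochondrial UMIs (-0.66) and fixed draining replicate B (-0.61) or fixed non-draining replicate A (-0.61) left out came near, unlike the others.

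For the fLEC genes, the paper's Fig. 2F gives log2 fold changes of non-draining over draining nodes. It shows about -2.9 for Cxcl9, read by eye, against -6.39 here, about -2.1 for Cxcl10 against -4.38 and about -1.9 for Ccl20 against -3.65. In the same way its Fig. 2B shows about -1.3 for Fn1 in MRCs, read by eye, against -2.29 here. Every alternative differed from the paper's values, with ranges of -7.11 to -6.09, -4.59 to -3.54, -3.77 to -3.41 and, for Fn1, -2.59 to -2.11. The Seurat version named in the methods reports natural logs by default, and if the axis holds these, the values here are -4.43, -3.04, -2.53 and, for Fn1, -1.59.

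The paper ranks MRCs and fLECs first in the number of changed genes, while here cLEC-like cells, with 2850, stand second after fLEC-like cells. It states that the share of fLECs grew in the live draining node, which the share here does not show except with LogNormalize (0.28). It separates BRCs and states that their share grew, while no cluster here scored highest for BRC markers. The share of the Ch25h-high cluster, the nearest to them, rose (log2 ratio 0.56, adjusted p = 0.0020). In the clustering without responsive genes, the cluster with Ch25h among its leading genes did not pass the test (0.19, adjusted p = 0.32). It drew 39.9% of its cells from the Ch25h-high cluster. Another cluster there, which drew 43.7%, was not tested, so whether the rise holds in that clustering is open.

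It reports no alteration of Ccl19, Ccl21 or Cxcl13 in any stromal subset. Here Ccl19 passed the test in TRC-like (log2 fold change -0.62) and MedRC-like cells (0.40), Ccl21a in MRC-like (-0.79), FDC-like (1.56) and CorLEC-like cells (3.02), and Cxcl13 in fLEC-like (1.88), cLEC-like (1.38), MedLEC-like (1.59), CorLEC-like (1.49) and ActSC-like cells (1.96) and the Ch25h-high cluster (0.66), while Ccl21a did not in TRC-like cells (-0.12). In fLEC-like cells Cxcl13 is not told apart from free RNA, with a UMI in 65.9% of cells of like depth in live draining nodes against 62.7% of B cells (Fisher p = 0.62), and neither is it in CorLEC-like (62.7%) or cLEC-like cells (51.6%). No such share is given for Ccl21a, so free RNA is open for its rises in FDC-like and CorLEC-like cells.

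It places the rise of Cxcl9, Cxcl10 and Ccl20 in fLECs alone and states that ceiling LECs lack Ccl20. Here Cxcl9 also rose in MedLEC-like cells (3.08) and Ccl20 in cLEC-like (adjusted p = 5.5e-10) and MedLEC-like cells (adjusted p = 2.3e-07), where cLEC-like cells of like depth (20.9%) are not told apart from B cells (17.5%, Fisher p = 0.38).

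It assigns the rise of Mmp2 and Mmp9 to MRCs. Here both rose in MRC-like cells, and Mmp2 also in TRC-like (0.78), MedRC-like (0.60) and ActSC-like cells (1.21) and Mmp9 in fLEC-like cells (0.38). It also reports that the transcripts common to MRCs and fLECs did not rise with fixed cells, and here none of them passed the test between fixed nodes. Il33 in MRC-like cells stood at 0.49 there (adjusted p = 0.44), and its difference between live and fixed effects did not pass the test (0.45, adjusted p = 0.12), with mt-Atp6 not passing the test in fLEC-like cells of live nodes either (0.27, adjusted p = 0.41).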

Other observations

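All tests of other splits in this part were chosen only after the results were seen, while the lists and genes follow from the rule set in advance.

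Fibroblasts of tumors are often told apart as inflammatory or contractile by the genes they express. In MRC-like cells of the live draining node, 6 of 12 genes of the inflammatory kind were higher and 3 lower (median log2 fold change 0.82, camera adjusted p = 0.042, and adjusted p = 0.14 with an estimated correlation). Of 12 genes of the contractile kind, 2 were higher and 1 lower, and the list did not pass the test. Ptgs2 (2.38), which encodes the cyclooxygenase of prostaglandin synthesis, and Mif (0.84) rose in MRC-like cells among 15 immunomodulatory ligands. Of these, 4 were higher and 1 lower, and the median of -0.01 stands beside a test that points upward (camera adjusted p = 0.022). The acute phase genes Saa3 (2.61) and Lcn2 (1.86) rose as well, and Saa3 stood at -0.20 with LogNormalize clustering. Among regulators of vessels, the lymphatic growth factor receptor gene Flt4 (-1.61) and the thrombospondin gene Thbs2 (-0.87) fell and Thbs1 (1.15) rose. No share of cells with a UMI is given for Flt4, so whether free RNA of LECs bears on its fall is open.

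In fLEC-like cells of the live draining node, single genes of vessels and of niche factors changed without their lists. The receptor gene Kdr (-0.86) and Angpt1 (-1.27) fell and Thbs2 (1.59) rose, and of 15 genes of vascular growth 5 were higher and 4 lower (camera adjusted p = 0.26). The stem cell factor gene Kitl (-2.06) and Il7 (-0.98), which sustain precursors and lymphocytes, fell, and the list of 13 niche factors, with 4 lower and 2 higher, did not pass the test. The glucose transporter gene Slc2a1 rose, while the list of 16 hypoxia genes, with 6 higher and 2 lower, did not pass the test. In PRC-like cells, 5 of 34 genes of the type I interferon response were higher and 1 lower (camera adjusted p = 1.7e-04, and adjusted p = 0.28 with an estimated correlation), with Ifi27l2a (2.94) rising and Ifitm1 (-1.31) falling.

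For each comparison of 3 draining with 3 non-draining libraries there are 10 splits, too few for a share under 0.05. In live nodes the real split called the most genes, 1 split of 10 in each class, against highest other counts of 0 in MRC-like, 1 in PRC-like, 1 in TRC-like, 0 in MedRC-like, 3 in FDC-like and 1 in ActSC-like cells. For LECs the highest other counts were 1 in fLEC-like, 0 in cLEC-like, 2 in MedLEC-like and 1 in CorLEC-like cells, and 0 in the Ch25h-high cluster. The real counts are 2060, 684, 763, 860, 36 and 222 for the fibroblastic classes, 4120, 2850, 901 and 126 for the LECs, and 767 in the Ch25h-high cluster.

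In fixed nodes 2 splits gave as many genes as the real 1 of MRC-like cells (highest other 1), 5 splits as many as the real 1 of PRC-like cells (3), and 4 splits as many as the real 1 of TRC-like cells (2). For MedRC-like and MedLEC-like cells, where edgeR called 0 genes (768 and 468 at an unadjusted p under 0.05, 16 and 0 by DESeq2), all 10 splits did so. The real split stood alone, as 1 split of 10, for fLEC-like (23, highest other 0), cLEC-like (49 and 1), FDC-like (1 and 0), ActSC-like (9 and 1) and CorLEC-like cells (3 and 0) and for the Ch25h-high cluster (2 and 1). The count of TRC-like cells was 3 without fixed draining replicate C, 2 without fixed non-draining replicate A or C and 9 without fixed non-draining replicate B. Without fixed non-draining replicate A the count of CorLEC-like cells was 0, without fixed draining replicate C it was 1 and without fixed non-draining replicate C it was 6. That of FDC-like cells was 0 without fixed draining replicate B or fixed non-draining replicate A or B and 2 without fixed draining replicate A. In the Ch25h-high cluster the count was 0 without fixed draining replicate A or B or fixed non-draining replicate A, 1 without fixed non-draining replicate B and 7 without fixed non-draining replicate C, and the 2 genes are Igfbp5 (-0.78) and Ifi203 (-1.02), chosen after their values were seen.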
